# Global Gene Expression of T Cells Is Differentially Regulated by Peritoneal Dendritic Cell Subsets in an IL-2 Dependent Manner

**DOI:** 10.3389/fimmu.2021.648348

**Published:** 2021-05-17

**Authors:** Moah Sohn, Hye Young Na, Hyun Soo Shin, Seul Hye Ryu, Sejung Park, Hyunju In, Wanho Choi, Ji Soo Park, Soomin Hwang, Min Kyung Chu, Chae Gyu Park

**Keywords:** antigen presentation, dendritic cell, interleukin-2, peritoneal cavity, T cell – DC interactions

## Abstract

Dendritic cells (DCs) in peripheral tissues may have a unique role to regulate innate and adaptive immune responses to antigens that enter the tissues. Peritoneal cavity is the body compartment surrounding various tissues and organs and housing diverse immune cells. Here, we investigated the specialized features of classical DC (cDC) subsets following the intraperitoneal injection of a model antigen ovalbumin (OVA). Peritoneal cDC1s were superior to cDC2s in activating OVA-specific CD8 T cells, while both cDCs were similar in stimulating OVA-specific CD4 T cells. Each peritoneal cDC subset differentially regulated the homing properties of CD8 T cells. CD8 T cells stimulated by cDC1s displayed a higher level of lung-homing receptor CCR4, whereas those stimulated by cDC2s prominently expressed various homing receptors including gut-homing molecules CCR9 and α4β7. Also, we found that cDC1s played a dominating role over cDC2s in controlling the overall gene expression of CD8 T cells. Soluble factor(s) emanating from CD8 T cells stimulated by peritoneal cDC1s were responsible for mediating this dominance of cDC1s, and we identified IL-2 as a soluble factor regulating the global gene expression of T cells. Collectively, our study indicates that different peritoneal cDC subsets effectively diversify T cell responses by altering the level of cytokines, such as IL-2, in the milieu.

## Introduction

Dendritic cells (DCs) are professional antigen-presenting cells (APCs) that orchestrate innate and adaptive immune responses (1, 2). DCs are a heterogeneous group of cells with various subsets that are differentiated by their ontogeny, localization, and immunological functions (3). DCs can be divided into 3 major subsets, i.e., classical DCs (cDCs) processing and presenting antigens (Ags) in the steady state, monocyte-derived DCs developing and functioning under inflammatory conditions, and plasmacytoid DCs producing type I interferon to facilitate anti-viral immune responses. Again, cDCs are further divided into at least 2 main subsets, cDC1s and cDC2s. cDC1s are better at cross-presenting Ags to induce CD8 T cell responses, and cDC2s are efficient at promoting CD4 T cells to proliferate and differentiate (3). Distinct DC subsets have been further identified in various tissues under different conditions, and are shown to carry out specialized functions (4–10). Meanwhile, recent studies have compared the transcriptomes of DC subsets in various tissues and illustrated the commonalities and differences in their expression of genes across tissues (11, 12), which further suggests that DC subsets residing in particular tissues may possess unique abilities and functions in addition to the general features of DCs.

DCs regulate and determine the type of T cell responses with multiple signals. DCs process Ags and present them to T cells in the form of MHC-bound peptides. The responses of cognate T cells are further modulated by the interaction of co-stimulatory molecules on the surface of T cells and DCs, and additionally by the cytokine milieu (13). IL-2 is one of the important cytokines that regulate the key aspects of T cell biology (14). IL-2 enhances immunostimulatory responses by promoting CD4 T helper type 1 and type 2 cells as well as CD8 cytotoxic T (Tc) cells, yet it also contributes to immunosuppressive responses by boosting the development and function of regulatory T cells (14–17). Besides, IL-2 also affects the durability of immune responses. Weak or limited IL-2 signaling is critical in the formation of memory T cells (18, 19), whereas strong IL-2 signaling, in combination with inflammatory cytokines, induces the expression of transcription factors T-bet and Blimp-1, which in turn promotes the differentiation of short-lived CD8 Tc cells (20). Therefore, the regulation of IL-2 in the milieu is important in dictating the fate of T cells. Although it is believed that DCs have an important role in modulating various cytokines in the milieu and thus regulating the outcome of T cell responses (21–23), it has remained poorly understood how and which DC subsets are involved in controlling IL-2 in the milieu.

The peritoneal cavity is a specialized compartment enclosed by the peritoneum that houses multiple tissues and immune cells. Macrophages and B1 cells constitute the majority of peritoneal immune cells, and others such as T cells, eosinophils, neutrophils, NK cells, and DCs are found in smaller numbers (24). Since the peritoneum is supplied with abundant blood vessels, the peritoneal cavity is being commonly used as a systemic injection route for small laboratory animals. Following the intraperitoneal (i.p.) injection, peritoneal DCs must be responsible for the capture, process, and presentation of Ags to T cells and thus initiating immune responses; however, studies regarding those aspects of peritoneal DCs have been limited. Although recent studies have characterized the diversity of peritoneal DC subsets, the distinct roles between peritoneal cDC subsets are yet to be investigated in depth (25–27). In the previous study (27), we demonstrated that new subsets of peritoneal DCs and macrophages were identified by differences in their ability to present antigens to and thus stimulate T cells. Our present study examines and compares the capabilities of peritoneal cDC subsets regarding their ability to control T cell responses, and we have discovered that peritoneal cDC1s have a dominating role in modulating CD8 T cell responses by upregulating the expression of IL-2.

## Materials and Methods

### Mice

C57BL/6J mice were purchased from Orient Bio (Seongnam, Korea) and female mice between 6 and 12 weeks of age were used for the experiments. C57BL/6-Tg(TcraTcrb)1100Mjb/J (OT-1), B6.Cg-Tg(TcraTcrb)425Cbn/J (OT-2), and B6.SJL-Ptprc^a^Pepc^b^/BoyJ (CD45.1) mice were obtained from the Jackson Laboratory (Bar Harbor, ME, USA). CD45.1^+^ OT-1 mice were bred in house. All mice were bred and maintained in specific pathogen-free facilities in accordance with the guidelines approved by the Institutional Animal Care and Use Committees of the Yonsei University College of Medicine.

### Tissue Harvest and Cell Preparation

Peritoneal exudate cells were isolated following the protocols previously described (27). In brief, 5 ml of ice-cold isolation buffer, DPBS containing 3% fetal bovine serum, was injected into the peritoneal cavity. The peritoneal cavity was then gently massaged to dislodge the attached immune cells and the suspended peritoneal cells were harvested. The collected cell suspension was passed through a 100 µm strainer, and the cells were washed twice and used for experiments.

For spleen cell preparation, the spleen was mechanically disrupted with a cell strainer and syringe plunger. Disrupted cells were then washed twice with DPBS to filter fibrous materials through the strainer. Red blood cells (RBCs) were lysed with ACKlysis solution (BioLegend, San Diego, CA, USA) and washed twice with DPBS before use (28).

For lymph node single-cell preparation, lymph nodes were isolated and mechanically disrupted on a 100 µm cell strainer with a syringe plunger. Fibrous materials were filtered again with a strainer before use (29).

The isolation method of intestinal cells was modified from protocols previously described (30). In brief, small and large intestines were removed and placed in cold DMEM containing 5% FBS (Avantor Seradigm, Randor, USA). Mesentery lymph nodes and Peyer’s patches were carefully removed. Intestines were opened longitudinally and cut into 5 cm pieces and fecal content was washed. Washed intestinal tissues were incubated with 1 mM EDTA in DMEM at 37°C for 15 minutes stirred at 250 rpm. The supernatant containing intestinal epithelial cells (IEC) was collected and used. To isolate the lamina propria lymphocytes (LPL), the remaining intestinal tissue was washed in DMEM containing 5% FBS, minced, resuspended in 20 ml of DMEM containing 1 mg/ml of collagenase D (Roche, Basel, Switzerland), 500 μg/ml of dispase, 50 μg/ml of DNase (Roche), and 1% FBS (Avantor Seradigm), and was stirred at 250 rpm for 35 minutes at 37°C. The tissue suspension was collected and passed through a 100 µm cell strainer, and remaining tissue fragments were further disrupted mechanically by rubbing with a syringe plunger. Collected lamina propria cells were washed twice before use.

For lung cell preparation, the pulmonary circulation was perfused with 10 ml of HBSS to remove the intravascular pool of cells. Lungs were separated, minced thoroughly, and incubated for 35 minutes in a digestion media containing 5 mg of collagenase D (Roche) at 37°C. In the last 5 minutes, 10 mM EDTA was added to quench the digesting action. Tissue fragments were further disrupted mechanically on 100 µm cell strainers by rubbing with a syringe plunger. The tissue suspension passed through strainers was washed with HBSS then RBCs were lysed with ACKlysis solution. Cells were washed twice with HBSS before use (29).

### Antibodies and Reagents

The following reagents were purchased from BioLegend: anti-Ly6G (1A8), anti-CD3 (17A2), anti-CD19 (6D5), anti-CD115 (AFS98), anti-XCR1 (ZET), anti-CD11c (N418), anti-I-A/I-E (anti-MHC II, M5/114.15.2), anti-CD45.1 (A20), anti-CD45.2 (104), anti-CD4 (GK1.5), anti-CD8a (53-5.8), anti-Vα2 (B20.1), anti-TCRβ chain (H57-597), anti-CD11b (M1/70), anti-F4/80 (BM8), anti-B220 (RA3-6B2), anti- α4β7 (DATK32), anti-CCR9 (L053E8), anti-CD69 (H1.2F3), anti-CD25 (anti-IL-2Rα, PC61, unless indicated otherwise), anti-CCR4 (2G12), anti-CD44 (IM7), anti-IL-2Rβ (TM-β1), anti-CD49b (pan-NK cells, DX5), recombinant mouse IL-6, recombinant mouse IL-2, anti-IL-2 (JES6-1A12), anti-SIINFEKL peptide bound to mouse H-2K^b^ (25-D1.16), anti-CD14 (Sa14-2), anti-CD40 (3/23), anti-CD80 (16-10A1), anti-CD83 (Michel-19), anti-CD86 (GL-1), anti-PD-L1 (10F.9G2), anti-PD-L2 (TY25), anti-OX40L (RM134L), anti-H-2 (M1/42), and brefeldin A. Affinity purified polyclonal anti-IL-2 was purchased from R&D systems (Minneapolis, MN, USA). LPS and all trans-retinoic acid were purchased from Sigma-Aldrich and human TGF-β1 from Peprotech (Rocky Hill, NJ, USA). Cell Trace™ CFSE cell proliferation kit (Thermo Fisher Scientific, Waltham, MA, USA), Cell Trace™ Violet cell proliferation kit (Thermo Fisher Scientific), LIVE/DEAD^®^ fixable dead cell stain kit (Thermo Fisher Scientific) were purchased and used according to the manufacturer’s instructions. Grade V OVA was purchased from Sigma-Aldrich (St. Louis, MO, USA) and Endofit OVA was obtained from InvivoGen (San Diego, CD, USA).

### Flow Cytometric Analysis and Intracellular Cytokine Staining

Cells were isolated as described in the previous section. To block nonspecific staining, isolated single cell suspensions were incubated with the culture supernatant of 2.4G2 (anti-CD16/32) monoclonal antibody hybridoma for 20 minutes at 4°C. Cells were washed with FACS buffer (DPBS containing 2% of FBS and 2 mM EDTA), then antibodies for cell surface markers and dead cell staining dyes were added and incubated for 20 minutes at 4°C. After surface staining, cells were washed twice and analyzed or sorted with flow cytometry. For intracellular staining, cells were incubated with brefeldin A for the last 4 hours before being harvested. Cells were processed for surface staining. Then, surface-stained cells were resuspended in Fixation/Permeabilization solution (BioLegend) and intracellular cytokine staining was performed according to the manufacturer’s protocol. FACSVerse™ and LSRFortessa™ flow cytometers (BD Biosciences, San Jose, CA, USA) were used for analysis and FACSAria™ II (BD Biosciences) was used for sorting. Flow cytometric data were analyzed with FlowJo sofrware (FlowJo, Ashland, Oregon, USA).

### Antigen Presentation

For cell culture, we used DMC7 medium composed of DMEM containing L-glutamine, high glucose, and pyruvate (HyClone, GE Healthcare Life Sciences, IL, USA) supplemented with 7% fetal bovine serum (Avantor Seradigm), non-essential amino acids (GE Healthcare Life Sciences), antibiotic-antimycotics (GE Healthcare Life Sciences), and 57.2 μM β-mercaptoethanol (Sigma-Aldrich) (31).

To isolate APCs, mice were injected intraperitoneally (i.p.) or intravenously (i.v.) with soluble OVA (1.5 mg of Grade V, Sigma-Aldrich, unless indicated otherwise), and an hour later, peritoneal exudate cells or splenocytes were harvested as described above. OVA-laden cDC subsets were isolated from MHCII^+^ population, following the gating strategy in **Figure 1A**, excluding cells expressing Lin markers (CD3, CD19, Ly6G, and ICAM2) with the FACSAria™ II cell sorter and used for further experiments.

**Figure 1:**
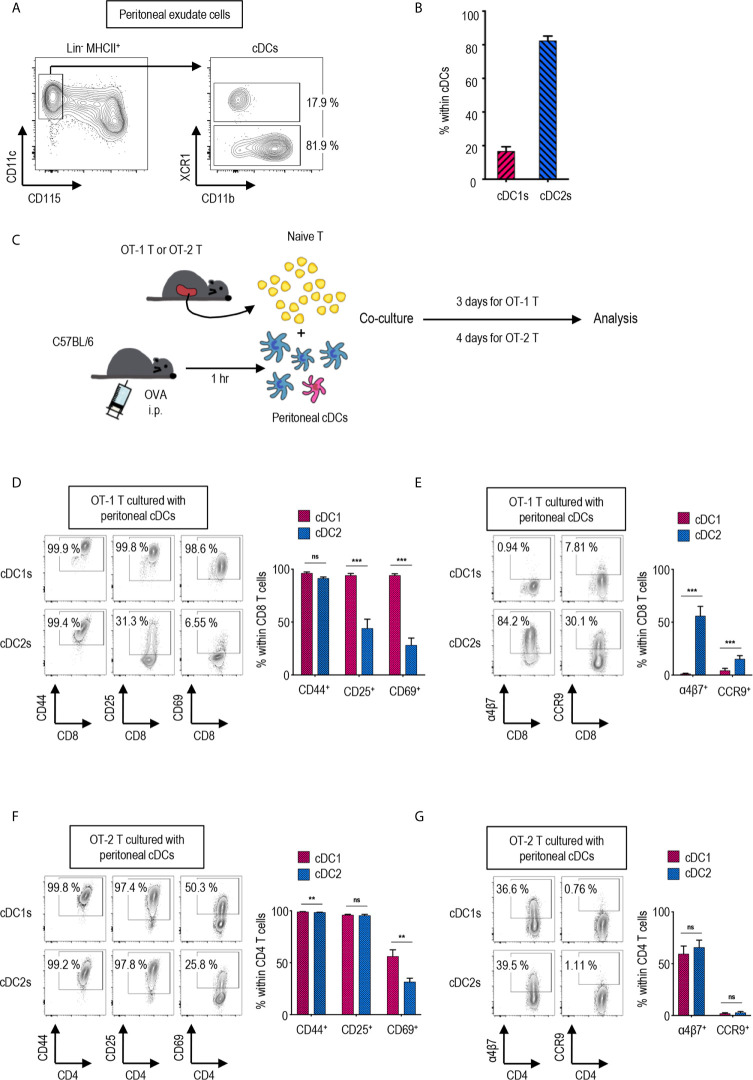
Peritoneal cDC subsets induce distinct T cell responses. **(A)** Gating strategy of cDC subsets in the peritoneal cavity. Cells expressing Lin markers (CD3, CD19 and Ly6G) were excluded and cDCs were gated from MHCII^+^ cells. The percentages of each subset among cDCs are shown (representative of 4 independent experiments). **(B)** The proportion of cDC subsets in the peritoneal cavity. The percentages of each subset among cDCs are shown in bar graph. Data are pooled from 4 independent experiments (n = 4). Error bars indicate mean ± SEM. **(C)** Experimental outline for CD8 **(D, E)** and CD4 **(F, G)** T cell responses. 1.5 mg of Ag (OVA, Grade V) was intraperitoneally (i.p.) injected. An hour later, OVA-laden peritoneal cDC subsets were isolated and co-cultured with either naïve OT-1 (CD8^+^) or OT-2 (CD4^+^) T cells in the ratio of 1:10 (APC:T). OT-1 T cells were analyzed on day 3, and OT-2 T cells on day 4. **(D–G)** CTV^lo^ proliferated T cells are gated and shown. **(D)** Activation status of OT-1 T cells stimulated by peritoneal cDC subsets. Expression of CD44, CD25, and CD69 on OT-1 T cells stimulated by peritoneal cDC subsets are shown. **(E)** Expression of homing molecules, α4β7 and CCR9, on OT-1 T cells stimulated by peritoneal cDC subsets. **(F)** Activation status of OT-2 T cells stimulated by peritoneal cDC subsets. Expression of CD44, CD25, and CD69 on OT-2 cells stimulated by peritoneal cDC subsets are shown. **(G)** Expression of homing molecules, α4β7, and CCR9 on OT-2 T cells stimulated by peritoneal cDC subsets. Data in graphs are pooled from more than 4 **(D, E)** or 2 **(F, G)** independent experiments (n ≥ 5). Error bars indicate mean ± SEM. **p<0.01; ***p<0.001; ns, statistically not significant.

For naïve T cell isolation, splenic cells from OT-1 and OT-2 mice were enriched by excluding cells expressing CD11b, CD19, CD25, CD44, CD49b, MHCII, F4/80, B220, and CD4 (for OT-1) or CD8 (for OT-2) using biotinylated antibodies and anti-biotin Dynabeads (ThermoFisher Scientific). Purified T cells were labeled with 0.5 mM CFSE or CTV (Thermo Fisher Scientific) according to the manufacturer’s protocol.

For the antigen presentation assay, CFSE or CTV labeled T cells and OVA-laden peritoneal APCs were co-cultured in each well of a 96-well plate. T cells were plated at 25,000 cells, and OVA-laden APCs were mixed with T cells at the ratio of 1:10 unless indicated otherwise. The culture volume was 250 μl. For some experiments, blocking Abs (anti-IL-2Rα, anti-IL-2Rβ, anti-IL-2), retinoic acid, or cytokines (IL-2, IL-6, TGF-β) were treated in written doses. Conditioned medium was made up with 60% of the supernatant from the co-culture of peritoneal cDC subsets and OT-1 T cells and 40% of fresh DMC7 medium.

### Transwell Assay

Transwell assays were performed in flat bottom 24-well plates with a pore size of 0.4 μm (SPL, Seoul, Republic of Korea). Each well was filled with either a mixture of OT-1 T cells and OVA-laden peritoneal cDC2s, or a mixture of OT-1 T cells and OVA-laden peritoneal cDC1s as shown (**Figure 2C**). Total reaction volume was 350 μl, and to make cells gather together, the plate was tilted during the co-culture. After 3 days of co-culture, upper chambers were removed and T cells from the lower chambers were analyzed.

**Figure 2:**
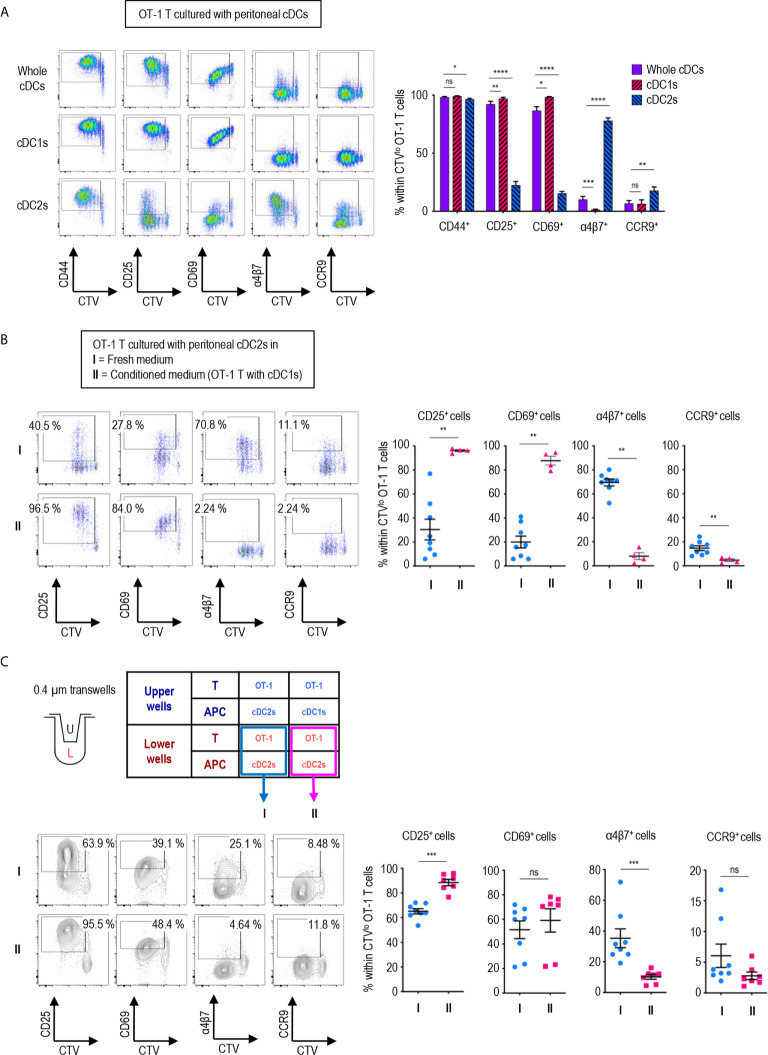
Peritoneal cDC1s play a dominant role in regulating CD8 T cell responses *via* soluble mediators. An hour after injecting 1.5 mg of OVA (Grade V) i.p., OVA-laden peritoneal cDCs were isolated and co-cultured with naïve OT-1 T cells in the ratio of 1:10 (APC:T). OT-1 T cells were analyzed on day 3. **(A)** Expression of CD44, CD25, CD69, α4β7, and CCR9 molecules on OT-1 T cells stimulated by peritoneal whole cDCs and cDC subsets. Live CD8^+^ cells are plotted and the percentages of cells expressing each molecule among CTV^lo^ proliferated OT-1 T cells are shown in a graph. Data are pooled from 7 independent experiments (n ≥ 7). **(B)** OT-1 T cells differentiated by peritoneal cDC2s in conditioned medium. Conditioned medium contained fresh complete medium and the supernatant from co-culture of cDC1s and OT-1 T cells in a 2:3 ratio. OVA-laden peritoneal cDC2s and OT-1 T cells were cultured under either fresh complete medium (I, control) or conditioned medium (II). Live CD8^+^ T cells are plotted and the percentages of cells expressing each surface molecules are shown in graphs. Data are pooled from 2 independent experiments (n ≥ 4). **(C)** OT-1 T cells differentiated in 0.4 µm pore transwells. OT-1 T cells and peritoneal cDCs were co-cultured in transwells for 3 days in combinations as shown in the table. T cells in the lower chamber were analyzed for the expression of CD25, CD69, α4β7, and CCR9. Live CD8^+^ T cells are plotted and the percentages of cells expressing each molecule among CTV^lo^ proliferated OT-1 T cells are shown in graphs. Data are pooled from more than 2 independent experiments (n ≥ 7). Error bars **(A–C)** indicate mean ± SEM. *p<0.05; **p<0.01; ***p<0.001; ****p<0.0001; ns, statistically not significant.

### Antibody Array

OT-1 T cells and peritoneal cDC subsets were co-cultured for 3 days as described above. The supernatant of each co-culture sample was collected and the expression of 308 proteins were measured using Mouse L308 Array (Ray Biotech, Norcross, GA, USA). The medium from OT-1 T cells cultured without any APCs was also collected and analyzed to exclude the contents included in the culture medium. The antibody array procedures were performed by e-Biogen (Seoul, Republic of Korea). Global normalization was applied using entire spot intensity.

### ELISA

OT-1 T cells and OVA-laden peritoneal cDC subsets were co-cultured for 3 days and the supernatant was collected. Then, IL-2 was measured from 100 μl of 1/10 diluted supernatant by ELISA following the protocols provided by the manufacturer (BioLegend).

### RNA Processing and RNA-Sequencing Analysis

OT-1 or OT-2 T cells were co-cultured with OVA-laden peritoneal cDC subsets for 3 days as described above. Then, the expanded cells were harvested, and RNA samples were isolated using MiniBEST Universal RNA Extraction kit (TaKaRA Bio, Shiga, Japan). Subsequent mRNA sequencing procedures were performed by Macrogen, Inc (Seoul, Republic of Korea). FPKM values are quantile normalized for comparison. Differential gene expression analysis was performed with ExDega (e-Biogen). Genes with a normalized value of ≤1 in all samples were excluded and only |fold change|≥2 were selected for differentially expressed gene analysis. Pathway analysis was performed using GSEA (Broad Institute). Protein-protein association network was performed with String-DB (http://string-db.org/). RNA-Sequencing data are available from GEO under accession number GSE150863. RNA-Sequencing data of peritoneal cDC subsets (GEO accession number GSE130424) were generated in our previous publication (27), and here analyzed similarly as above.

### Adoptive Cell Transfer and Homing Index Analysis

OT-1 T cells and peritoneal cDC subsets were co-cultured for 3 days as described above. OT-1 T cells stimulated by cDC2s were labeled with CFSE. OT-1 T cells stimulated by either cDC1s or cDC2s with IL-2 (100 ng/ml) were labeled with CTV. 250,000 CFSE-labeled cDC2-stimulated OT-1 T cells were mixed with 250,000 CTV-labeled cDC1-stimulated OT-1 T cells and adoptively transferred i.v. into C57BL/6J recipient mice. For OT-1 T cells stimulated with cDC2s and cDC2s with IL-2, 500,000 OT-1 T cells from each stimulation were mixed and adoptively transferred i.v. into C57BL/6J recipient mice. After 3 hours of adoptive transfer, CFSE-labeled vs. CTV-labeled OT-1 T cells were detected from individual tissues, and the respective homing index (HI) was calculated as [CTV^+^/CFSE^+^]_tissue_/[CTV^+^/CFSE^+^]_input_ (32).

### Statistics

GraphPad Prism 7 and 8 (GraphPad Software, La Jolla, CA) were used for statistical analysis. Statistical comparisons were carried out by using the nonparametric Mann–Whitney tests unless described otherwise. Results are expressed as means ± sem. p<0.05 (*), p<0.01 (**), p<0.001 (***), and p<0.0001 (****) were considered to be statistically significant.

## Results

### Peritoneal cDC1s and cDC2s Induce a Distinct Expression of Activation and Gut-Homing Markers on CD8 T Cells

Peritoneal cDCs can be divided into two subsets depending on the expression of surface marker XCR1 (27). cDCs are identified as lineage marker (Lin)^-^CD115^-^CD11c^+^MHCII^+^ in mouse peritoneal exudate cells (PECs) (**Figure 1A**). Peritoneal cDCs are composed of ca. 20% XCR1^+^ cDC1s and ca. 80% XCR1^-^ cDC2s (**Figure 1B**). To investigate the differences between peritoneal cDC1s and cDC2s in regulation of T cell responses, the expression of activation and gut-homing markers on CD4 and CD8 T cells were evaluated following stimulation with the respective cDC subsets. Prior to isolating the cDC subsets by flow cytometry of PECs, ovalbumin (OVA, grade V, Sigma-Aldrich) was injected i.p. for 1 hour; then, the OVA-laden peritoneal cDC subsets were co-cultured with OVA-specific TCR transgenic CD8^+^ OT-1 or CD4^+^ OT-2 T cells, respectively, in the APC:T ratio of 1:10 (**Figure 1C**). Both cDC1s and cDC2s were able to induce the robust proliferation of naïve OT-1 and OT-2 T cells (**Supplementary Figures 1**, **2A**). However, the expression levels of activation markers (**Figure 1D** and **Supplementary Figure 2B**) and gut-homing markers (**Figure 1E** and **Supplementary Figure 2B**) on the proliferated (CTV^lo^) CD8^+^ OT-1 T cells were significantly different between the stimulations with cDC1s and cDC2s. OT-1 T cells cultured with cDC1s displayed high levels of activation markers, CD25 and CD69, and low levels of gut-homing markers, integrin α4β7 and CCR9, whereas those cultured with cDC2s exhibited contrary patterns. Interestingly, on the surface of CTV^lo^ CD4^+^ OT-2 T cells, those activation (**Figure 1F** and **Supplementary Figure 2C**) and gut-homing markers (**Figure 1G** and **Supplementary Figure 2C**) were expressed similarly in response to both cDC1s and cDC2s. We compared the level of H-2K^b^ molecules presenting OT-1 peptide on peritoneal cDC subsets after i.p. treatment with whole OVA protein. Although the difference was small, the fractions of cDC1s expressing OT-1 peptide bound to H-2K^b^ on surface were higher than those of cDC2s (**Supplementary Figure 3A**). In contrast, when OT-1 peptide was injected i.p., the fractions of cDC1s expressing OT-1 peptide bound to H-2K^b^ on surface were much lower than those of cDC2s (**Supplementary Figure 3B**). These results confirm that peritoneal cDC1s are better at cross-presenting whole protein than peritoneal cDC2s. In addition, both OT-1 T cells stimulated by peritoneal cDC1s or cDC2s pulsed i.p. with OT-1 peptide exhibited the phenotype of OT-1 T cells stimulated by cDC2s pulsed i.p. with OVA protein (**Supplementary Figure 4**). These results suggest that, besides the level of antigen peptide on surface, peritoneal cDC1s are distinct from cDC2s in their antigen-presenting functions. Meanwhile, OT-1 T cells stimulated by OVA-laden splenic cDC1s and cDC2s exhibited the expression of surface markers similarly (**Supplementary Figure 5**) as OT-1 T cells stimulated by peritoneal cDC2s, also implying that peritoneal cDC1s might have distinct functions.

It has been reported that grade V OVA contains a low but detectable level of endotoxin (ca. 0.25 EU/μg) (33, 34). Therefore, by injecting endotoxin-free OVA i.p., we examined the role of endotoxin in the differential expression of markers on CD8^+^ OT-1 T cells between the responses to cDC1s and cDC2s. When laden i.p. with endotoxin-free OVA, both peritoneal cDC1s and cDC2s stimulated the robust proliferation of OT-1 T cells but did not produce the differential expression of markers thereon (**Supplementary Figure 6A**). It was evident that the expression patterns of activation and gut-homing markers on OT-1 T cells stimulated by both cDC subsets laden with endotoxin-free OVA were quite similar to those stimulated by cDC2s laden with grade V OVA (i.e., low levels of activation markers and high levels of gut-homing markers). Meanwhile, when 50 ng of lipopolysaccharide (LPS), the equivalent amount of endotoxin in grade V OVA, was injected i.p. along with endotoxin-free OVA, OT-1 T cells cultured with cDC1s increased the expression of activation markers and decreased the expression of gut-homing markers but those cultured with cDC2s did not change markedly (**Supplementary Figure 6B**). These findings suggest that peritoneal cDC1s are more sensitive to the treatment with low doses of LPS and thus better at activating OT-1 T cells. We examined the levels of co-stimulatory molecules on peritoneal cDC subsets after i.p. injection of PBS or LPS. The expression of CD86 was much higher on cDC1s than on cDC2s, but other co-stimulatory molecules were expressed higher on cDC2s than on cDC1s (**Supplementary Figure 7A**). Also, the expression level of CD86 was prominently upregulated on cDC1s following i.p. treatment with LPS (**Supplementary Figure 7B**). Then, the gene expression profiles of peritoneal cDC subsets were analyzed from the mRNA-sequencing data of peritoneal myeloid mononuclear cells in our previous study (27), which indicates that TLR4 is expressed similarly between peritoneal cDC1s and cDC2s, but the TLR4 signaling molecules are expressed differentially (**Supplementary Figures 8A, B**). Collectively, we conclude that peritoneal cDC1s possess a unique ability to differentially regulate the expression of various markers on CD8^+^ OT-1 T cells in a manner dependent on the presence of endotoxin. Meanwhile, TGF-β, which regulates the expression of homing receptors such as integrins and CD69 (35), and many of the TGF-β signaling molecules are expressed higher in peritoneal cDC2s than in cDC1s (**Supplementary Figure S8C**).

### Expression of Activation and Gut-Homing Markers on CD8 T Cells Are Dominantly Regulated by Peritoneal cDC1s *via* Soluble Mediator(s)

We also compared the expression of activation and gut-homing markers between CD8^+^ OT-1 T cells cultured with peritoneal cDC1s, cDC2, and unseparated whole cDCs. To our surprise, the expression patterns induced by whole cDCs, comprising less than 20% of cDC1s (**Figures 1A, B**), were quite identical to those induced by cDC1s, but not by cDC2s (**Figure 2A**). Meanwhile, the expression levels of those markers on CD4^+^ OT-2 T cells showed no differences between the stimulations with peritoneal cDC1s, cDC2, and whole cDCs (**Supplementary Figure 9**). Since cDC1s, the smaller of the two cDC subsets, seems to dominantly influence the expression of those markers on OT-1 T cells, we scrutinized whether it was involved with soluble mediator(s) emanating from the co-culture of cDC1s and OT-1 T cells. To test this, we collected supernatants from the culture of OT-1 T cells with peritoneal cDC1s or cDC2s, and used the conditioned medium containing each supernatant to culture OT-1 T cells with a respective subset of cDCs. When the conditioned medium from the culture of OT-1 T cells with cDC1s was used, the expression patterns of markers on OT-1 T cells stimulated by cDC2s became similar to those stimulated by cDC1s (**Figure 2B**). However, the conditioned medium from the culture of OT-1 T cells with cDC2s did not affect the expression of markers on OT-1 T cells stimulated by cDC1s (**Supplementary Figure 10**). Therefore, cDC1s play a dominant role among whole peritoneal cDCs in regulating the expression of markers on OT-1 T cells *via* soluble mediator(s). The effect of soluble mediator(s) was further examined using a 0.4 μm transwell co-culture system. When co-cultured with OT-1 T cells and cDC1s in the upper well of the transwell, the OT-1 T cells with cDC2s in the lower well exhibited increase in the expression of CD25 and decrease in the expression of α4β7, as compared to those co-cultured with OT-1 T cells and cDC2s in the upper well (**Figure 2C**). However, the changes of CD69 and CCR9 expression on OT-1 T cells in the lower wells were not significant, suggesting that the soluble mediator(s) emanating from the OT-1 T cells cultured with cDC1s was likely less abundant in the lower well of the transwell assay than in the conditioned medium comprising culture supernatants (**Figure 2C**).

### IL-2 Emanating From CD8 T Cells Regulates T Cell Responses

To identify the soluble mediator(s) that regulates the gene expression, we compared the cytokine expression profiles between the culture supernatants of CD8^+^ OT-1 T cells stimulated by peritoneal cDC1s, cDC2s, and whole cDCs. After screening with antibody microarray for 308 proteins, 33 proteins were detected 1.2-fold or higher in the supernatants from OT-1 T cells cultured with whole cDCs or cDC1s when compared to those from OT-1 T cells cultured with cDC2s (**Table 1**). Then, among these 33 proteins, we have purchased 22 commercially available recombinant proteins and evaluated their effect on the expression of markers on OT-1 T cells cultured with peritoneal cDC2s. The results revealed that only IL-2 was able to modify the expressions of α4β7, CCR9, CD25, and CD69 (**Table 1** and **Figure 3A**), quite as similarly as cDC1s, whole cDCs, and the conditioned media thereof (**Figures 2A, B**). Among these 22 tested proteins, other than IL-2, IL-3 could modulate the expression of α4β7, but not the other markers, on OT-1 T cells. However, no significant change in the expression of markers on OT-1 T cells was observed by blocking the IL-3 signal in the culture with whole cDCs (data not shown).

**Table 1:** List of proteins differentially secreted by OT-1 T cells cultured with different peritoneal cDCs.

Protein	Whole cDCs /cDC2s	cDC1s/cDC2s	Decreased α4β7 on OT-1 T with cDC2s	Decreased CCR9 on OT-1 T with cDC2s	Increased CD25 on OT-1 T with cDC2s	Increased CD69 on OT-1 T with cDC2s
Fas Ligand	1.4	1.9	No	No	No	No
MMP-3	1.3	1.9	No	No	No	No
Activin A	1.7	1.8	No	No	No	No
DAN	1.3	1.7	No	No	No	No
IL-20	1.3	1.6	No	No	No	No
TGF-b1	1.6	1.6	No	No	No	No
IL-17	1.8	1.6	No	No	No	No
IL-2	1.2	1.6	**Yes**	**Yes**	**Yes**	**Yes**
SCF	1.3	1.5	No	No	No	No
TSLP	1.6	1.5	No	No	No	No
Pentraxin3	1.3	1.5	No	No▴	No	No
Osteoprotegerin	1.3	1.5	No	No	No	No
Granzyme G	1.3	1.4	No	No▴	No	No
TECK	1.2	1.4	–	–	–	–
VEGF-D	1.3	1.4	–	–	–	–
Eotaxin-2	1.6	1.4	No	No▴	No	No
L-Selectin	1.2	1.4	–	–	–	–
Kremen-2	1.3	1.3	–	–	–	–
TGFb3	1.2	1.3	No	No	No	No
EG-VEGF	1.2	1.3	–	–	–	–
IFN-g	1.5	1.3	No	No	No	No
TL1A/TNFSF15	1.2	1.3	No	No	No	No
CCL17	1.3	1.3	No	No	No	No
IGFBP-3	1.2	1.3	No	No	No	No
IGFBP-1	1.2	1.2	No	No▴	No	No
Decorin	1.3	1.2	–	–	–	–
Osteoactivin	1.6	1.2	–	–	–	–
IL-6	1.3	1.2	No	No	No	No
IL-3	1.3	1.2	**Yes**	No▴	No	No
IFN-beta	1.3	1.2	–	–	–	–
MMP-14/LEM-2	1.3	1.2	–	–	–	–
Lefty-1	1.3	1.2	–	–	–	–
VEGFC	1.4	1.2	–	–	–	–

1.5 mg of OVA was given i.p. for 1 hour. OVA-laden peritoneal cDC subsets and whole cDCs were isolated and co-cultured with naïve OT-1 T cells in the ratio of 1:10 (APC:T). Each supernatant was collected and analyzed by antibody microarray. The list includes soluble factors secreted 1.2-fold or higher in the supernatants from OT-1 T cells cultured with either cDC1s or whole cDCs, as compared to those cultured with cDC2s. Each protein in the list shows the value of fold change and the result of its influence on OT-1 T cells cultured with cDC2s. ▴indicates the increase of CCR9 instead of the decrease. Change to the indicated phenotype is marked as Yes in bold.

**Figure 3:**
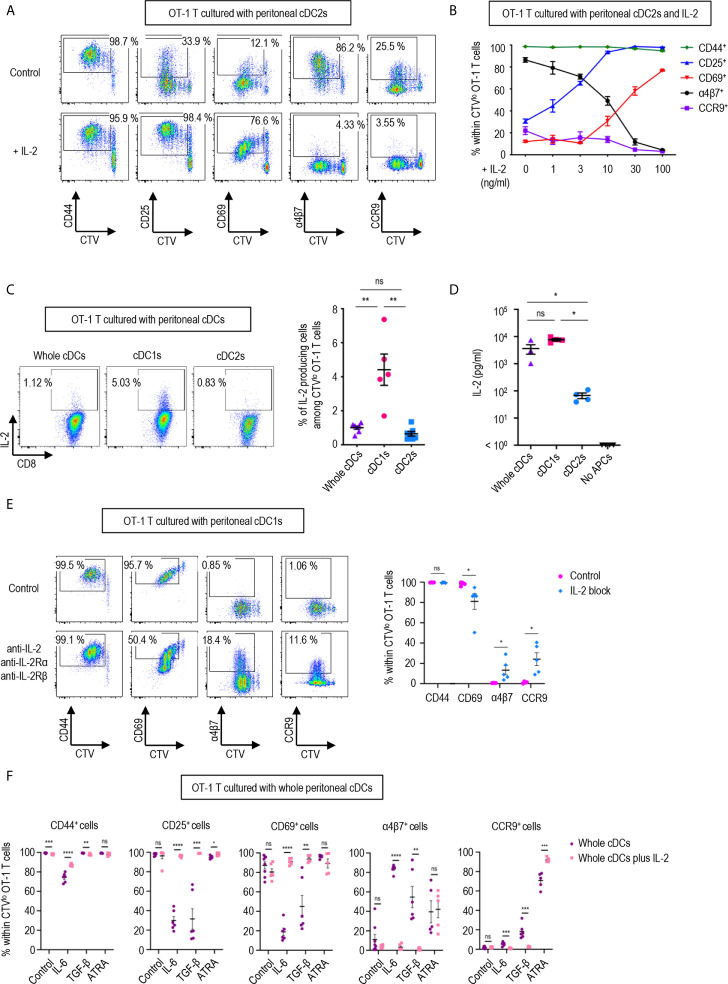
IL-2 produced by CD8 T cells regulates T cell responses. 1.5 mg of OVA (Grade V) was injected into the peritoneal cavity for an hour. OVA-laden peritoneal cDC subsets were sorted and co-cultured with naïve OT-1 T cells for 3 days before analysis. **(A)** Expression of CD44, CD25, CD69, α4β7, and CCR9 molecules on OT-1 T cells stimulated by peritoneal cDC2s with or without 100 ng/ml of IL-2 for 3 days. Live CTV^lo^ CD8^+^ T cells are plotted and the percentages of cells expressing each molecule among CTV^lo^ proliferated OT-1 T cells are denoted (representative of more than 5 independent experiments). **(B)** Effect of graded doses of IL-2 on OT-1 T cells. OT-1 T cells were co-cultured with peritoneal cDC2s with the indicated doses of IL-2 for 3 days. The percentages of cells expressing each molecule among CTV^lo^ proliferated OT-1 T cells are shown in a graph. Data are pooled from more than 3 independent experiments (n = 3). **(C)** Intracellular staining of IL-2. OT-1 T cells were stimulated by peritoneal cDCs for 3 days, and treated with Brefeldin A for the last 4 hours. Live CTV^lo^ CD8^+^ cells are plotted and the percentages of OT-1 T cells expressing IL-2 among CTV^lo^ proliferated OT-1 cells are shown in a graph. Data are pooled from 2 independent experiments (n = 5). **(D)** IL-2 was measured by ELISA from the supernatant collected from OT-1 T cells stimulated by peritoneal cDCs for 3 days (n = 4). **(E)** Expression of CD44, CD69, α4β7, and CCR9 molecules on OT-1 T cells stimulated by peritoneal cDC1s while blocking IL-2 signaling. OT-1 T cells and peritoneal cDC1s were co-cultured with antibodies blocking IL-2 signaling (2 μg/ml of polyclonal anti-IL-2, 10 μg/ml of PC61 anti-IL-2Rα, and 10 μg/ml of TmB1 anti-IL-2Rβ) for 3 days. Live CTV^lo^ CD8^+^ T cells are plotted and the percentages of cells expressing each molecule among CTV^lo^ proliferated OT-1 T cells are shown in a graph. Data are pooled from 3 independent experiments (n = 5). **(F)** Effect of IL-2 and other immunomodulating molecules. OT-1 T cells and peritoneal whole cDCs were co-cultured with or without 1 µg/ml of IL-2 under specified conditions (20 ng/ml of IL-6, 6 ng/ml of TGF-β, or 20 µM of ATRA). The percentages of cells expressing each molecule among CTV^lo^ proliferated OT-1 T cells are shown in graphs. Data are pooled from 2 independent experiments (n ≥ 5). Error bars **(B–F)** indicate mean ± SEM. *p<0.05; **p<0.01; ***p<0.001; ****p<0.0001; ns, statistically not significant.

In a dose-dependent manner, IL-2 was able to up-regulate the expression of activation markers CD25 and CD69, and suppressed the levels of integrin α4β7 and CCR9 (**Figure 3B**). We also verified that the expression of IL-2 was prominently elevated in the OT-1 T cells stimulated by peritoneal cDC1s and their culture supernatants (**Figures 3C, D**). Then, we validated the role of IL-2 by blocking the IL-2 signal in OT-1 T cells cultured with peritoneal cDC1s. The effect of each individual antibody of anti-IL-2Rα, anti-IL-2Rβ, or anti-IL-2, including JES6-1 known to efficiently inhibit the response of CD8^+^ T cells to IL-2 *in vitro* (14, 36), was not effective to reverse the phenotype of OT-1 T cells (**Supplementary Figure 11**). With the combination of anti-IL-2Rα, anti-IL2Rβ, and anti-IL-2, the level of CD69 reduced and the expression of α4β7 and CCR9 increased significantly (**Figure 3E** and **Supplementary Figure 11**). We also confirmed the effect of IL-2 on CD4^+^ OT-2 T cells cultured with peritoneal cDC2s where the addition of IL-2 caused the expression of α4β7 to decrease and the expression of CD69 to increase significantly (**Supplementary Figure 12**). Signaling molecules such as retinoic acid, TGF-β, and IL-6 are known to play an essential role in imprinting gut-homing markers and modulating the activation status of T cells (7, 37, 38). We evaluated whether IL-2 could influence the effect of those molecules in OT-1 T cells cultured with peritoneal cDCs. The addition of IL-6 or TGF-β into OT-1 T cells cultured with whole cDCs down-regulated the expression of CD25 and CD69, and up-regulated the level of α4β7; besides, IL-6 down-regulated CD44 expression and TGF-β up-regulated CCR9 expression, respectively (**Figure 3F**). On the other hand, the addition of retinoic acid only up-regulated the expression of CCR9 (**Figure 3F**). However, when IL-2 was included in the cultures, the effects of IL-6 and TGF-β were all reverted but not those of retinoic acid (**Figure 3F**). In the meantime, the dominant control of IL-2 over the effect of IL-6 and TGF-β was also demonstrated in the culture of OT-1 T cells with peritoneal cDC2s, where the reverting effect of IL-2 over retinoic acid was limited to the expression of α4β7 (**Supplementary Figure 13**). Therefore, IL-2 emanating from OT-1 T cells stimulated by peritoneal cDC1s can act in a dominant manner to regulate the expressions of activation and gut-homing markers on T cells.

### Peritoneal cDC Subsets Differentially Regulate the Gene Expression Profiles of T Cells

To further characterize the regulatory role of peritoneal cDCs over T cell responses, we performed global mRNA sequencing. 

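The T cell RNA was sequenced in 14 libraries, 2 replicates in each of 7 groups, after 3 days of culture with peritoneal cDCs. OT-1 T cells, CD8+ cells with a receptor for an ovalbumin peptide, met whole cDCs, cDC1s, cDC2s, or cDC2s with IL-2. OT-2 T cells, CD4+ cells with an ovalbumin receptor, met whole cDCs, cDC1s or cDC2s. Each well held 25000 T cells at 10 T cells per APC. The paper gives the IL-2 dose as 100 ng/ml and the sample labels give it as 1 µg/ml. The sources used here do not state whether the replicates of a group came from separate mice or cultures, so each p-value measures only the spread between these libraries, which may be technical.

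The authors' table holds FPKM values (fragments scaled to transcript length and to the mapped fragments of the library) of 24532 genes on mm10. Values were analyzed as log2 of FPKM plus 1, quantile normalized as the paper states. Genes above a normalized value of 1 in at least 1 library were tested: 10509 in OT-1 and 10360 in OT-2 T cells. The paper's criterion, a 2-fold difference of group means, was applied first, and limma with Benjamini-Hochberg adjustment (p below 0.05) gave a test with error for each gene. SE is the standard error from limma, SD is between replicates, and "passed" means past that test. Gene lists were fixed beforehand and tested with camera at a preset correlation of 0.01 between genes and again with a correlation estimated from the data. No list passed with the estimated correlation in any comparison, so that value cannot speak against a list. The preset was assumed and not measured. Positions are of GRCm38 (mm10).

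Replicate libraries correlated at 0.974 with whole cDCs, 0.993 with cDC1s, 0.991 with cDC2s and 0.993 with cDC2s plus IL-2. Replicates differed over 2-fold in 346, 38, 93 and 41 genes of these groups. In OT-2 T cells the correlations were 0.973, 0.980 and 0.974 with whole cDCs, cDC1s and cDC2s, and 420, 266 and 449 genes differed over 2-fold. With 2 libraries against 2, an exact permutation test cannot give a p below 0.333. Where a value is given without a library, its group holds 1 library and the spread in limma comes from the other groups.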

CD8^+^ OT-1 T cells were cultured with either whole or individual subsets of OVA-laden peritoneal cDCs in the APC:T ratio of 1:10 for 3 days. OT-1 T cells were also cultured with OVA-laden peritoneal cDC2s in the medium containing IL-2 (cDC2s/IL-2). Then, the gene expression profiles were analyzed and compared between the cells in each co-culture, where almost all cells were expanded T cells (more than 99%) but very few were cDCs (less than 1%). Similarities and differences between the transcriptomes of T cells cultured with peritoneal cDCs were analyzed by principal component analysis (PCA) (**Figure 4A**). The gene expression profiles of OT-1 T cells cultured with cDC1s clustered remotely from those cultured with cDC2s, indicating that the expression of genes in T cells are differentially regulated by different peritoneal cDC subsets. 

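Tnfrsf4, which encodes the costimulatory receptor OX40, had a mean log2 value of 7.97 (SD 0.35, n = 2) in OT-1 T cells with cDC1s and 3.20 (SD 0.18, n = 2) with cDC2s. Klf2, a transcription factor that keeps T cells quiescent and able to leave lymphoid organs, ran the other way, at 2.00 (SD 0.68) and 6.43 (SD 0.21). Over all 10509 tested genes the centroids of the cDC1 and cDC2 groups lay 62.4 log2 units apart, against 25.0 between the cDC1 replicates and 28.4 between the cDC2 replicates. The groups parted on PC2, which held 26.0% of the variance, with mean scores of 17.9 (SD 1.96) for cDC1s and −36.7 (SD 4.32) for cDC2s. No test was run on these distances.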

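With whole cDCs, Tnfrsf4 stood at a mean log2 value of 6.36 (SD 0.29, n = 2) and Klf2 at 2.94 (SD 1.02, n = 2). The whole cDC centroid lay 26.1 log2 units from the cDC1 centroid and 52.2 from the cDC2 centroid, a ratio of 0.501. The whole cDC replicates were themselves 48.9 apart. Replicate 1 lay 33.4 from the cDC1 centroid and 48.5 from the cDC2 centroid, and replicate 2 lay 38.0 and 65.5. Klf2 and other genes that part these replicates limit how finely the whole cDC position can be placed.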

Meanwhile, the gene expression profiles of OT-1 T cells cultured with peritoneal whole cDCs clustered very closely to those cultured with peritoneal cDC1s but apart from those cultured with peritoneal cDC2s, suggesting the superior influence of cDC1s, compared to cDC2s, over the gene expression of T cells. We also investigated the impact of IL-2 on the gene expression profile of OT-1 T cells cultured with peritoneal cDC2s. In PCA, by the addition of IL-2, OT-1 T cells cultured with peritoneal cDC2s clustered distinctively from those cultured with peritoneal cDC subsets without IL-2 (**Figure 4A**). It is notable that the first principal component (PC1) distinguishes the OT-1 T cells stimulated by cDC2s with IL-2 from the other clusters of those stimulated by cDC subsets without IL-2. However, the PC2 discriminates the OT-1 T cells stimulated by cDC2s with IL-2, clearly from those stimulated by cDC2s without IL-2, but not from those stimulated by cDC1s or whole cDCs without IL-2 (**Figure 4A**). These results indicate that there exist IL-2 dependent and IL-2 independent sets of genes expressed differentially between the OT-1 T cells cultured with cDC1s versus cDC2s.

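The largest rises with IL-2, counted against cDC1s, were in Ly6c2, a surface antigen of memory and interferon-exposed CD8+ T cells (log2 5.65, SE 0.67, adjusted p = 0.00097), and Gzmk, a granzyme of early effector cells (4.34, SE 0.42, adjusted p = 0.000466). P2ry14, a receptor for UDP-glucose (4.12, SE 0.18, adjusted p = 7.8e-05), Tmem37, a calcium channel subunit (4.08, SE 0.25, adjusted p = 0.000107), and Ifitm1, an interferon-induced membrane protein (3.88, SE 0.26, adjusted p = 0.000145), rose as well. Apart from Tgoln2, the falls against cDC1s were led by Cd200, an inhibitory ligand (−3.75, SE 0.44, adjusted p = 0.000934), and Tnfrsf4 (−3.72, SE 0.24, adjusted p = 0.000131). Cd83, an activation marker (−3.49, SE 0.24, adjusted p = 0.000149), and the acyl-CoA synthetase gene Acsl6 (−3.29, SE 0.31, adjusted p = 0.000414) followed. Tgoln2 fell too (−5.08, SE 1.25, adjusted p = 0.0114), while the sum of Tgoln2 and its near-identical copy Tgoln1 changed by −1.38, and the Tgoln2 call was lost without cDC1 replicate 1 (0.0588), IL-2 replicate 1 (0.069) or IL-2 replicate 2 (0.0589). All p-values are from limma with 2 libraries per group. The groups compared differ in the cDC subset as well as in IL-2. Against cDC2s, Tnfrsf4 was higher with IL-2 (mean log2 4.24 against 3.20). Acsl6 (1.03 against 1.13) and Tgoln2 (0.25 against 0.17) were close. Cd83 and Cd200 fell against cDC2s as well, and P2ry14 and Ifitm1 rose.

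Between cDC2s plus IL-2 and cDC1s, 1105 genes were 2-fold higher and 631 lower, 1736 in all, and 2452 rose and 3188 fell by limma. Median scaling gave 1477 higher and 416 lower, and 2936 and 2533 by limma, so the split of directions depends on scaling. The limma count dropped to 2770 without cDC1 replicate 1, 3495 without cDC1 replicate 2 and 3026 without IL-2 replicate 1. The IL-2 centroid lay 70.4 log2 units from cDC2s, 79.6 from cDC1s and 76.9 from whole cDCs, and its replicates were 25.5 apart. Short transcripts ran higher with IL-2, and 45.3% of the 2-fold genes remained 2-fold once a trend on length and GC content together was removed.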

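Ly6c2 carried the largest weight toward the IL-2 libraries on PC1 (0.065), followed by Atp6v0c, then P2ry14, Tmem37, Gzmk, Ifitm1 and the related interferon-induced gene Ifitm3. Cd200, Cd83 and Tnfrsf4, genes of recently activated T cells, weighed toward the negative end, where cDC1s and whole cDCs had their mean scores. Tnfrsf4 was still higher with IL-2 than with cDC2s (mean log2 4.24 against 3.20). Atp6v0c-ps2, a near-identical copy of Atp6v0c, carried a large weight of opposite sign, and reads of such copies may be assigned to either. PC1 held 59.1% of the variance, with mean scores of 50.8 (SD 2.53, n = 2) for cDC2s plus IL-2, 1.46 (SD 7.23) for cDC2s, −27.4 (SD 1.87) for cDC1s and −24.9 (SD 24.4) for whole cDCs. PC1 therefore also parts cDC2s from cDC1s, by less than it parts IL-2 from cDC2s.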

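Lta, the gene of lymphotoxin alpha, Tnfrsf4, Ifng, the gene of interferon gamma, Tgoln2, a gene with a near-identical copy, and Atf3, a stress-induced transcription factor, carried the largest PC2 weights toward cDC1s. Arl5c, a small GTPase gene, Ccr9, a gut-homing chemokine receptor gene, Klf2 and Gpr15, a colon-homing receptor gene, carried the largest weights toward cDC2s, beside Lyz2, a lysozyme gene of myeloid cells that may mark RNA of other cells. Mean PC2 scores were 13.0 (SD 0.35, n = 2) for cDC2s plus IL-2 and 5.75 (SD 0.63, n = 2) for whole cDCs. No test was applied to the scores.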

**Figure 4:**
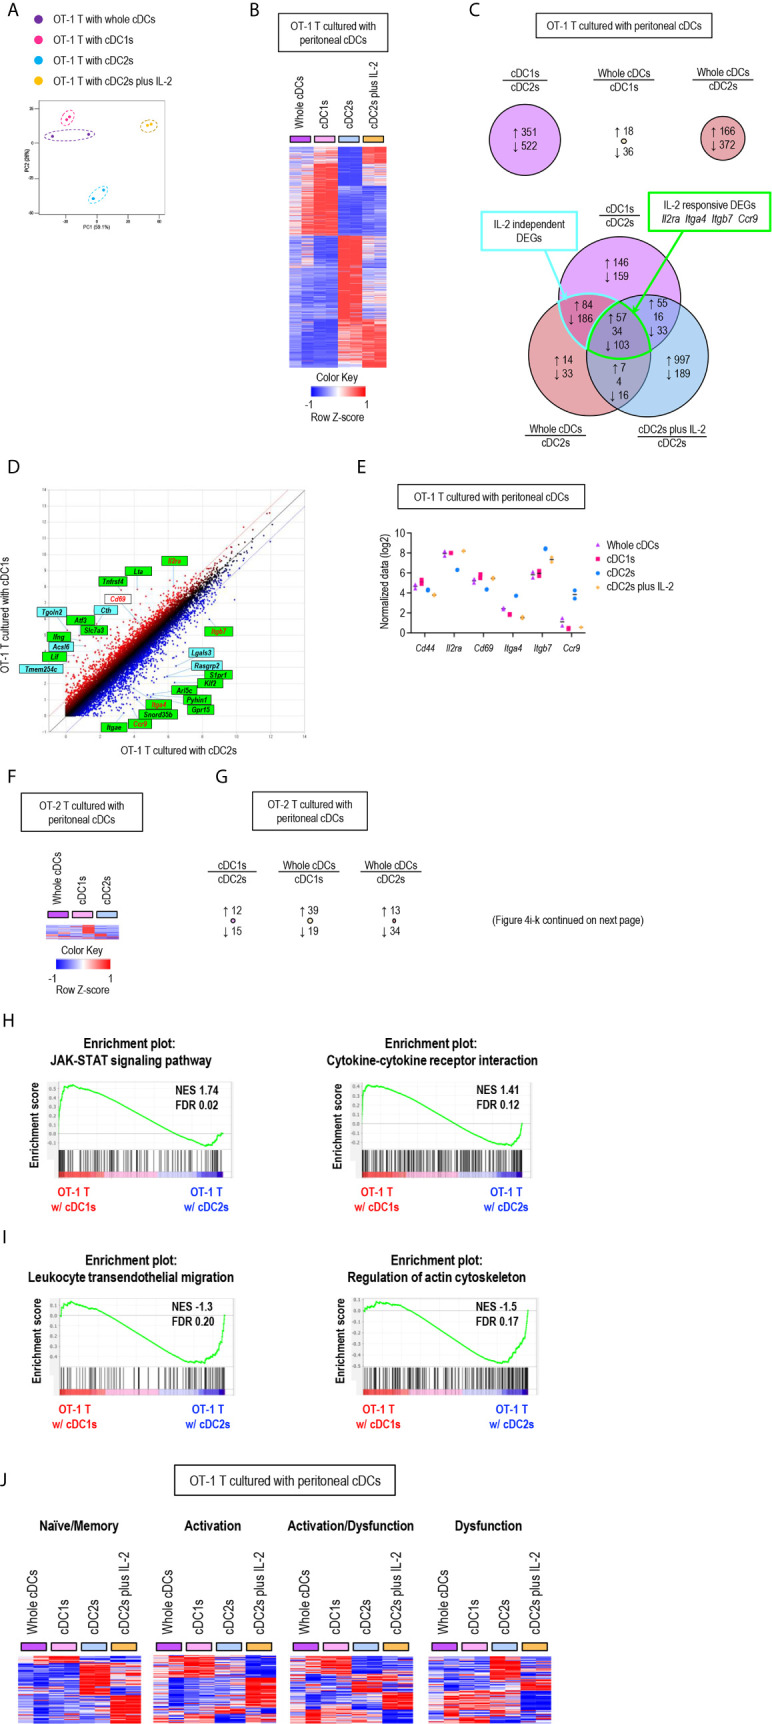
Gene expression profiles of T cells are differentially regulated by peritoneal cDC subsets. 1.5 mg of OVA (Grade V) was injected into the peritoneal cavity for an hour. OVA-laden peritoneal cDC subsets were isolated and co-cultured with either naïve OT-1 or OT-2 T cells for 3 days before performing mRNA-sequencing for the transcriptional profiling analyses. Transcriptional profiling analyses were also performed for OT-1 T cells co-cultured with OVA-laden peritoneal cDC2s in 100 ng/ml of IL-2 for 3 days. **(A)** PCA analysis of OT-1 T cells stimulated by peritoneal cDCs. **(B)** Heatmap of the 873 differentially expressed genes (log2 fold change >1) between OT-1 T cells stimulated by peritoneal cDC1s and cDC2s. Two replicates per subset are shown. Color scale depicts z-score. **(C)** Venn diagram shows the overlap between genes with fold change > 2 in OT-1 T cells stimulated by peritoneal cDCs. Number of genes that are increased (up-arrow, red), decreased (down-arrow, blue), or contra regulated (no-arrow, black) are shown. **(D)** Scatter plot of log intensity comparing gene expression between OT-1 T cells stimulated by peritoneal cDC1s and cDC2s. Top 10 genes differentially expressed (black) and *Il2ra*, *Cd69*, *Itga4*, *Itgb7*, and *Ccr9* (red) are shown. The genes within green boxes are IL-2 responsive and blue boxes are IL-2 independent. **(E)** Expression (normalized value, log2) of *Cd44*, *Il2ra*, *Cd69*, *Itga4*, *Itgb7*, and *Ccr9* in OT-1 T cells stimulated by peritoneal cDCs (n = 2). **(F)** Heatmap of the 58 differentially expressed genes (log2 fold change >1) between OT-2 T cells stimulated by peritoneal cDC1s and cDC2s. Two replicates per subset are shown. Color scale depicts z-score. **(G)** Number of differentially expressed genes (log2 fold change >1) that are increased (up-arrow, red), or decreased (down-arrow, blue) in OT-2 T cells stimulated by peritoneal cDCs are shown. **(H, I)** Enriched pathway analysis using the C7 GSEA collection (ImmunoSigDB). **(H)** Representative enrichment plot from OT-1 T cells stimulated by peritoneal cDC1s compared to cDC2s, “JAK_STAT_signaling_pathway” and “Cytokine_cytokine_receptor_interaction”. **(I)** Representative enrichment plot from OT-1 T cells stimulated by peritoneal cDC2s compared to cDC1s, “Leukocyte_transendothelial_migration” and “Regulation_of_actin_cytoskeleton”. **(J)** Heatmap of the genes involved in CD8 T cell status.

Then, we examined the differentially expressed genes (DEGs) between OT-1 T cells cultured with cDC1s versus cDC2s (**Figure 4B**), where 351 genes were up-regulated in the OT-1 T cells cultured with cDC1s and 522 genes were up-regulated in those cultured with cDC2s (**Figure 4C**, upper left diagram). 

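OT-1 T cells with cDC1s raised Tnfrsf4 most securely (log2 4.77 over cDC2s, SE 0.24, adjusted p = 0.00012). Atf3 (4.16, SE 0.48, adjusted p = 0.00106), the arginine transporter gene Slc7a3 (3.34, SE 0.35, adjusted p = 0.000699), the cytokine gene Lif (3.21, SE 0.35, adjusted p = 0.000843) and the collagen hydroxylase gene P4ha2 (3.09, SE 0.34, adjusted p = 0.000843) rose as well, and so did Cth, Ifng, Lta and Acsl6. Klf2 fell by 4.43 (SE 0.45, adjusted p = 0.000687), Gpr15 by 3.76 (SE 0.33, adjusted p = 0.000442), Arl5c by 3.76 (SE 0.22, adjusted p = 0.000178) and Rasgrp2, an integrin activator gene, by 3.56 (SE 0.27, adjusted p = 0.000306). Further falls were in Lgals3, the gene of galectin 3 (−3.50, SE 0.40, adjusted p = 0.000997), the interferon-inducible genes Pyhin1 (−3.45, SE 0.21, adjusted p = 0.000204) and Mndal (−3.09, SE 0.19, adjusted p = 0.000204), the glycerol channel gene Aqp3 (−3.09, SE 0.17, adjusted p = 0.000136), S1pr1 and Ccr9. Tgoln2, a trans-Golgi gene, showed the largest rise (5.16, SE 1.25, adjusted p = 0.0182), but the sum of Tgoln2 and its copy Tgoln1 changed by 0.85. The Tgoln2 call was lost without cDC1 replicate 1 (0.089) or 2 (0.0742) or cDC2 replicate 1 (0.0685) or 2 (0.0657).

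In all, 399 genes were 2-fold higher and 486 lower with cDC1s, 885 together. By limma, 1641 genes rose and 1394 fell, and 389 of the higher and 466 of the lower 2-fold genes passed. The limma count of 3035 became 4950 without whole cDC replicate 1, 4934 without replicate 2, 1197 and 1168 without cDC1 replicates 1 and 2, and 1255 and 1335 without cDC2 replicates 1 and 2. Lgals3 is also a macrophage gene, but it did not follow the myeloid gene Lyz2. Its log2 values were 6.62 and 6.50 in cDC2 replicates 1 and 2 and 6.08 and 6.17 with IL-2. Lyz2 FPKM in these libraries were 166 and 27.0, and 1.01 and 1.43. These values argue against cells that carry Lyz2 as the main source of the fall in Lgals3. A smaller part stays open.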

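Pex2, a gene of peroxisome assembly on chromosome 3 (5560188–5578596), was the single gene that passed between whole cDCs and cDC1s: it fell by 1.91 (SE 0.15, adjusted p = 0.0172 by limma). Its call was lost without cDC1 replicate 1 (0.135) or 2 (0.131) or IL-2 replicate 1 (0.189) or 2 (0.177). Against cDC2s, whole cDCs raised Lta (log2 3.17, SE 0.29, adjusted p = 0.0012), Tnfrsf4 (3.16, SE 0.24, adjusted p = 0.000709), Lif (2.42, SE 0.35, adjusted p = 0.0045), Slc7a3 (2.32, SE 0.35, adjusted p = 0.00512), the decoy receptor gene Tnfrsf11b (2.28, SE 0.24, adjusted p = 0.00188), the transcription factor gene Batf3 (2.13, SE 0.15, adjusted p = 0.000618) and, with Cth, Ifng and Ccl3, the stress gene Atf3 (2.59, SE 0.48, adjusted p = 0.0107). Klf2 fell by 3.49 (SE 0.45, adjusted p = 0.00349), Arl5c by 3.28 (SE 0.22, adjusted p = 0.000618), Tmem71, an unstudied membrane protein gene, by 2.92 (SE 0.17, adjusted p = 0.000388), Lgals3 by 2.90 (SE 0.40, adjusted p = 0.00403) and the T cell antigen gene Cd7 by 2.80 (SE 0.25, adjusted p = 0.00112). Aqp3 (−2.77, SE 0.17, adjusted p = 0.000388), the GTPase regulator genes Rasa3 (−2.74, SE 0.20, adjusted p = 0.000709) and Rasgrp2 (−2.68, SE 0.27, adjusted p = 0.00158), the steroid enzyme gene Hsd11b1 (−2.69, SE 0.20, adjusted p = 0.000709) and S1pr1 fell too. Atf3 lost its call without cDC2 replicate 1 or 2. For Lgals3, a macrophage gene, other cells may account for a smaller part of the fall, with the limit given above.

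Between whole cDCs and cDC2s, 200 genes were 2-fold higher and 345 lower, 545 together, and 1101 rose and 956 fell by limma. The limma fit shared 1 spread per gene over all OT-1 groups, although the whole cDC replicates lay further apart (48.9) than those of cDC1s (25.0) or cDC2s (28.4). With only the 4 libraries compared, 101 rose and 233 fell, 334 together. Most of the limma calls with whole cDCs therefore rest on the spread of the other groups. Between whole cDCs and cDC1s, 19 were 2-fold higher and 36 lower, 55 together, and 925 genes had an unadjusted limma p below 0.05. Leaving out whole cDC replicate 1 raised the 2-fold count against cDC2s to 1022 and the limma count from 2057 to 4794. The limma count was 1266 and 1252 without cDC1 replicates 1 and 2 and 480 and 510 without cDC2 replicates 1 and 2. Against cDC1s the 2-fold count was 125 and 136 without whole cDC replicates 1 and 2 and 95 without cDC1 replicate 1. The limma count there was 1260 and 141 without whole cDC replicates 1 and 2, 2 without cDC1 replicate 2, 4 without either cDC2 replicate and 0 without either IL-2 replicate.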

We also compared the DEGs between OT-1 T cells cultured with whole cDCs versus cDC1s, where only 54 genes were differentially expressed (**Figure 4C**, upper middle diagram), and those between OT-1 T cells cultured with whole cDCs versus cDC2s, where 538 genes were differentially regulated (**Figure 4C**, upper right diagram). Notably, more than 80% of the 538 DEGs between the OT-1 T cells cultured with whole cDCs versus cDC2s were overlapped with the DEGs between those cultured with cDC1s versus cDC2s (**Figure 4C**, lower diagram), also suggesting the dominant role of cDC1s in controlling the gene expression of T cells. 

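Lta, Tnfrsf4, Cth, Klf2, Arl5c and S1pr1 were among the 469 genes that both whole cDCs and cDC1s moved 2-fold from cDC2s. Of these, 173 were higher in both, 296 were lower in both, and 0 went opposite ways. They are 86.1% of the 545 genes of the whole cDC comparison and 53.0% of the 885 of the cDC1 comparison. Independent lists of these sizes would share 7.59 higher and 16.0 lower genes. Across all tested genes the log2 changes correlated at 0.91. Without whole cDC replicate 1 the whole cDC comparison grew to 1022 genes, and 573 of them were shared, a clearly lower share.

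Both comparisons use the same cDC2 libraries, which makes overlap by itself. In 100 simulations without any effect a comparison held 15.8 such genes and shared 5.71 of them (40.5%, at most 10), and the correlation was 0.50. The covariance of the observed changes was 0.282, against 0.0198 without effect, so the excess was 0.262. A split of the cDC2 libraries would leave 1 for each comparison and was not made, so part of the overlap beyond that of independent lists may come from these shared controls.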

We extended the DEG analysis to include the OT-1 T cells stimulated by cDC2s with IL-2. 

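Fam20a, a gene of a secretory-pathway pseudokinase (chromosome 11, 109669746–109723163), rose by log2 4.34 (SE 0.16, adjusted p = 2.15e-05) in cDC2 cultures with IL-2. A batch difference of the IL-2 libraries cannot be told from IL-2 here. Gadd45g, a stress-signaling gene (3.99, SE 0.20, adjusted p = 6.19e-05), the matrix gene Emilin2 (3.78, SE 0.27, adjusted p = 0.000179), the metallothionein gene Mt2 (3.74, SE 0.60, adjusted p = 0.00322) and the nucleotide receptor gene P2ry14 (3.67, SE 0.18, adjusted p = 6.19e-05) rose too. So did AA467197, an activation-induced transcript (3.57, SE 0.23, adjusted p = 0.000127), Ifitm1 (3.52, SE 0.26, adjusted p = 0.000214), Ifitm3 (3.42, SE 0.30, adjusted p = 0.000328), the methyltransferase gene Hemk1 (3.41, SE 0.13, adjusted p = 2.15e-05) and the glutathione transferase gene Gstp2 (3.23, SE 0.93, adjusted p = 0.0262). Tcf7, the transcription factor gene of naive and stem-like T cells (chromosome 11, 52246527–52283383), fell by 3.30 (SE 0.16, adjusted p = 6.19e-05), Cd83 by 2.59 (SE 0.24, adjusted p = 0.000417), Arl5c by 2.58 (SE 0.22, adjusted p = 0.000328), Gpr15 by 2.49 (SE 0.33, adjusted p = 0.00177), Tmem71 by 2.42 (SE 0.17, adjusted p = 0.000183) and Tbc1d4, a glucose transport regulator gene, by 2.38 (SE 0.13, adjusted p = 8.13e-05), beside Ccr9 and Itgae. The myeloid genes Lyz2 (−4.88, SE 0.99, adjusted p = 0.00743) and Psap (−2.51, SE 0.40, adjusted p = 0.00313) fell as well. Lyz2 may mark RNA of other cells in the cDC2 cultures, and for Psap this is open. Psap values also varied widely between OT-2 replicates, with FPKM of 57.2 and 7.17 with whole cDCs and 94.8 and 7.95 with cDC2s. With cDC1s they were 19.0 and 20.2. The p-values are from limma, and calls were lost for Gstp2 without IL-2 replicate 1 (0.125) or 2 (0.105) and for Lyz2 without IL-2 replicate 1 (0.0573).

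Against cDC2s, 855 genes were 2-fold higher and 421 lower, 1276 together, and 2023 rose and 2430 fell by limma. Median scaling gave 1306 higher and 294 lower, and 2629 and 1851 by limma. The median change over all genes was −0.09 with quantile normalization and 0.02 with median scaling, and −0.11 and 0.00 against cDC1s. Without scaling the medians were −0.23 and −0.19. The limma count of 4453 became 1480 and 2687 without cDC2 replicates 1 and 2 and 1821 and 2560 without IL-2 replicates 1 and 2. Removing a trend on transcript length and GC content together left 51.4% of the 2-fold genes, so a part of the changes with IL-2 may reflect length or GC content. The median change was 0.51 and −0.20 in the shortest and longest of 4 equal groups of genes, and −0.12 and −0.02 in those of lowest and highest GC content.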

Among the 464 DEGs common to both gene expression profiles of OT-1 T cells stimulated by whole cDCs and cDC1s over those stimulated by cDC2s, 160 genes were overlapped with the DEGs in those stimulated by cDC2s with IL-2 over those stimulated by cDC2s without IL-2 (**Figure 4C**, lower diagram). These overlapping genes, such as *Il2ra*, *Itga4*, *Itgb*, and *ccr9*, were classified as IL-2 responsive DEGs, and non-overlapping genes as IL-2 independent DEGs (**Figures 4C–E**). It is notable that, while the expression of many genes involving T cell activation and differentiation in OT-1 T cells was distinctively affected by the treatment of IL-2 during stimulation with peritoneal cDC2s, the gene expression of IL-2 and CD62L was not influenced by the treatment of IL-2 (**Supplementary Figure 14**). 

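Lif, Slc7a3 and Tnfrsf4 were 2-fold higher, and Klf2, Arl5c, Gpr15 and Pyhin1 2-fold lower, with whole cDCs, with cDC1s and with IL-2, each against cDC2s alone. Of the 469 shared genes, 147 (31.3%) differed 2-fold the same way in the IL-2 libraries, 61 higher and 86 lower. The other way went 22, and 300 (64.0%) were short of 2-fold, 106 of them higher and 194 lower with whole cDCs and cDC1s. The 300 included the transcription factor genes Irf4, Irf8 and Bhlhe40 on the higher side and Lgals3 and Rasgrp2 on the lower side. A further 974 genes were 2-fold with IL-2 alone.

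**Figure D1:**
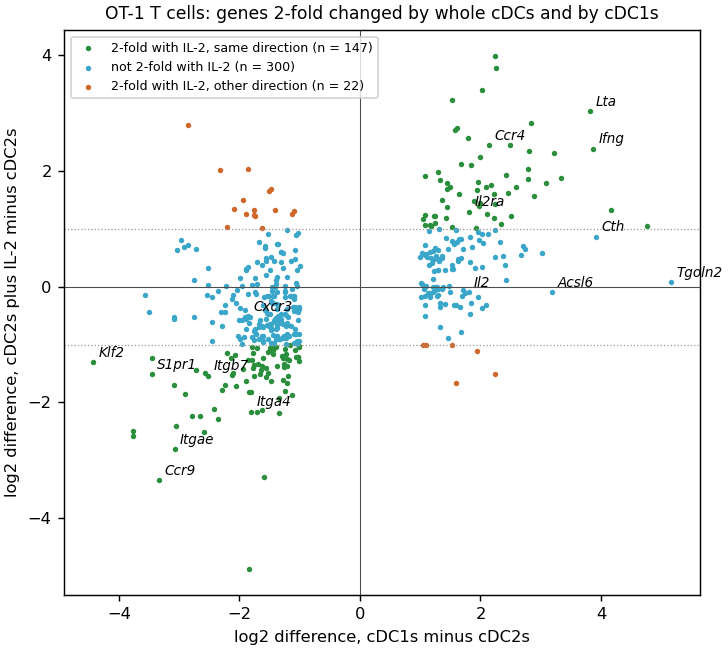
Change with cDC1s and change with IL-2, each against cDC2s, of the 469 shared genes. Green, 147 genes 2-fold the same way with IL-2. Blue, 300 genes not 2-fold with IL-2. Orange, 22 genes 2-fold the other way. Values are log2, 2 libraries per group.

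A gene short of 2-fold can still respond to IL-2: by limma, 243 of the shared genes changed with IL-2 the same way, 30 the other way and 196 did not pass. Of the 147, 139 passed limma in all 3 comparisons. Independent lists would share 14.1 higher and 11.9 lower genes, and 3.14 would be shared without any effect through the common cDC2 libraries. Removal of the joint trend on transcript length and GC content gave 154, with 121 in both. Tnfrsf4 moved by 1.04 with IL-2 (SE 0.24, adjusted p = 0.0111), 0.36 once the trend was removed, and lost its limma call without cDC2 replicate 2 (0.0602) or IL-2 replicate 1 (0.0856). Klf2 moved by −1.30 (SE 0.45), with an adjusted p just under 0.05 that rose to 0.111 and 0.155 without cDC2 replicates 1 and 2 and to 0.204 and 0.147 without IL-2 replicates 1 and 2.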

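Il2ra, the gene of the high-affinity IL-2 receptor chain CD25 (chromosome 2, 11642792–11693194), rose by log2 1.81 with cDC1s (SE 0.24, adjusted p = 0.00171), 1.79 with whole cDCs (SE 0.24, adjusted p = 0.00389) and 1.30 with IL-2 (SE 0.24, adjusted p = 0.00542), each against cDC2s. Itga4, the gene of integrin alpha 4 (chromosome 2, 79255426–79333114), fell by 1.81 (SE 0.14, adjusted p = 0.000306), 1.20 (SE 0.14, adjusted p = 0.00227) and 2.16 (SE 0.14, adjusted p = 0.000127). Itgb7, the gene of its gut-homing partner beta 7 (chromosome 15, 102215994–102233405), fell by 2.51 (SE 0.26, adjusted p = 0.000687), 2.64 (SE 0.26, adjusted p = 0.00141) and 1.54 (SE 0.26, adjusted p = 0.00389). Ccr9, the receptor gene for the small-intestinal chemokine CCL25 (chromosome 9, 123767211–123783457), fell by 3.33 (SE 0.29, adjusted p = 0.000442), 2.61 (SE 0.29, adjusted p = 0.00215) and 3.35 (SE 0.29, adjusted p = 0.000328). These 4 genes were 2-fold in all 3 comparisons.

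The early activation gene Cd69 rose by 1.39 with cDC1s (SE 0.21, adjusted p = 0.00267), 0.94 with whole cDCs (SE 0.21, adjusted p = 0.0195) and 0.99 with IL-2 (SE 0.21, adjusted p = 0.00827). Cd44, an adhesion gene of antigen-experienced T cells, rose by 0.87 with cDC1s (SE 0.20, adjusted p = 0.0154) and did not pass with whole cDCs (0.43, adjusted p = 0.17) or IL-2 (−0.47, adjusted p = 0.0929). Tests are limma with 2 libraries per group. Cd69 lost its call with whole cDCs without cDC2 replicate 1 (0.0882) or 2 (0.111) and with IL-2 without IL-2 replicate 2 (0.057). Cd44 lost its call with cDC1s without cDC1 replicate 2 (0.121) or cDC2 replicate 1 (0.061) or 2 (0.0948). Cd44 passed with whole cDCs without whole cDC replicate 1 (0.0163) and with IL-2 without whole cDC replicate 1 or 2 (0.0225 each). As a list, these 6 genes had an adjusted p of 0.575 by camera between cDC1s and cDC2s, since Il2ra, Cd69 and Cd44 rose and the other 3 fell.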

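Il2 itself rose with cDC1s (log2 1.80 over cDC2s, SE 0.25, adjusted p = 0.002) and with whole cDCs (1.10, SE 0.25, adjusted p = 0.0213), and did not change with added IL-2 (−0.09, SE 0.25, adjusted p = 0.782). Sell, the gene of the lymph-node homing receptor CD62L (chromosome 1, 164061987–164082930), fell by 0.98 with cDC1s (SE 0.21, adjusted p = 0.0113) and by 1.28 with whole cDCs (SE 0.21, adjusted p = 0.007), and did not change with IL-2 (−0.12, SE 0.21, adjusted p = 0.655). Gzmb, the gene of granzyme B, rose in all 3 settings: 1.43 with cDC1s (SE 0.16, adjusted p = 0.0009), 1.37 with whole cDCs (SE 0.16, adjusted p = 0.00236) and 1.19 with IL-2 (SE 0.16, adjusted p = 0.00171). Gzmb ranked so high that quantile normalization gave it the same value, 11.93, in both cDC1 libraries and 10.50 in both cDC2 libraries. The sizes of its changes therefore rest on ranks, and its SD of 0 in these groups comes from the normalization. The costimulatory receptor gene Cd27 fell by 1.62 (SE 0.19, adjusted p = 0.00112), 1.28 (SE 0.19, adjusted p = 0.00512) and 1.37 (SE 0.19, adjusted p = 0.00208). Il7r, the gene of the IL-7 receptor, did not pass with cDC1s (−0.00), whole cDCs (−0.10) or IL-2 (0.45, adjusted p = 0.0819).

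These are limma tests with 2 libraries per group, and a gene that did not pass may still differ by less than the test can see. Il2 lost its call with whole cDCs without cDC2 replicate 1 (0.0593) or 2 (0.119). Sell lost its call with cDC1s without cDC1 replicate 1 (0.0556) or 2 (0.0846) or cDC2 replicate 1 (0.0839), and with whole cDCs without cDC2 replicate 1 (0.0566). Il7r passed with IL-2 without whole cDC replicate 1 (0.02) or 2 (0.0196). Of the 7 genes of this list, 4 rose, 2 fell and 1 did not pass with cDC1s, and 3, 1 and 3 did so with IL-2. Camera gave adjusted p = 0.123 with cDC1s, 0.047 without cDC2 replicate 1. With IL-2 the list passed without cDC2 replicate 1 (0.0225).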

Meanwhile, we also analyzed the gene expression profiles of OT-2 T cells stimulated by different subsets of peritoneal cDCs. Unlike CD8^+^ OT-1 T cells, there existed only a few DEGs between CD4^+^ OT-2 T cells cultured with different peritoneal cDCs (**Figures 4F, G**).

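In OT-2 T cells Apol7b, an apolipoprotein L gene, and Gpx1, a glutathione peroxidase gene, both named after their values were seen, came nearest to a difference between cDC1s and cDC2s (adjusted p = 0.0767 each by limma), and Tnfrsf4 moved by 0.20 (SE 0.31). The limma count was 0 for cDC1s against cDC2s, 0 for whole cDCs against cDC2s and 0 for whole cDCs against cDC1s, with 111, 50 and 47 genes at an unadjusted p below 0.05 and lowest adjusted p-values of 0.0767, 0.204 and 0.0937. Each unadjusted count is under 5% of the 10360 tested genes, fewer than the test gives on average without any difference. Counts of 0 therefore do not show that the OT-2 groups are alike. By 2-fold, 22 genes were higher and 7 lower with cDC1s than with cDC2s (29 together). Replicate 2 of the OT-2 cDC1 cultures had 8 of 18 dendritic cell markers 2-fold higher than replicate 1 (H2-Aa FPKM 114 against 3.85). Some of the higher genes may therefore reflect RNA of other cells in that library, which was not tested. Whole cDCs gave 15 higher and 13 lower against cDC2s (28) and 11 higher and 24 lower against cDC1s (35). The OT-2 replicates were noisier, with a median SE of 0.249 against 0.162 in OT-1 T cells. Simulated 2-fold changes, set only in well expressed genes, were recovered in 39.5% of cases in OT-2 and 86.1% in OT-1 T cells for cDC1s against cDC2s. The simulated noise was independent between genes. In the OT-2 data PC1 (42.5% of the variance) parted replicates of a group, at −18.6 and 22.6 with whole cDCs and −21.9 and 18.8 with cDC2s. The simulation does not hold such a difference.

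The effect of cDC1s over cDC2s itself differed between OT-1 and OT-2 T cells in 571 genes, 319 of them more positive in OT-1 and 252 more negative (limma on all 14 libraries, median SE 0.287). Tnfrsf4 (log2 difference 4.56, SE 0.43, adjusted p = 0.000687), Cth (3.94, SE 0.52, adjusted p = 0.00359), Atf3 (3.60, SE 0.62, adjusted p = 0.0101), Lta (3.43, SE 0.37, adjusted p = 0.00113) and Acsl6 (3.17, SE 0.42, adjusted p = 0.00364) led the positive side. Lgals3 (−4.30, SE 0.87, adjusted p = 0.0181), Gpr15 (−4.06, SE 0.72, adjusted p = 0.0112), Ccr9 (−3.65, SE 0.43, adjusted p = 0.00215), Arl5c (−3.64, SE 0.32, adjusted p = 0.000681) and Klf2 (−3.62, SE 0.68, adjusted p = 0.0132) led the negative side. Calls were lost for Atf3 without OT-1 cDC1 replicate 2 (0.0529) or cDC2 replicate 1 (0.0509), and for Gpr15 without the same libraries (0.0536 and 0.0571). Klf2 lost its call without OT-1 cDC1 replicate 2 (0.0666) or cDC2 replicate 1 (0.0538) or 2 (0.0559). Lgals3 lost it without OT-1 cDC1 replicates 1 (0.0513) or 2 (0.0849), OT-1 cDC2 replicates 1 (0.0742) or 2 (0.0601), OT-2 cDC1 replicate 2 (0.0555) or OT-2 cDC2 replicate 1 (0.0607).

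**Figure D2:**
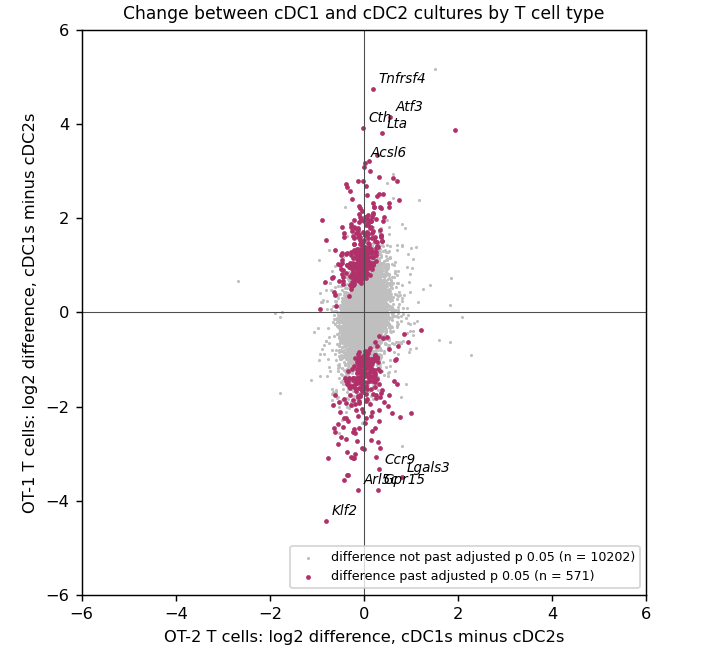
Change of each gene with cDC1s over cDC2s in OT-2 (horizontal) and OT-1 (vertical) T cells, log2. Colored, 571 genes past the limma test of the difference. Grey, tested genes not past it. Axes end at 6, 2 libraries per group.

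The count of 571 became 163 and 108 without OT-1 cDC1 replicates 1 and 2, 98 and 201 without OT-1 cDC2 replicates 1 and 2, 351 and 350 without the IL-2 replicates, 259 without OT-2 cDC1 replicate 2 and 336 without OT-2 cDC2 replicate 1. In OT-2 T cells the 2-fold count of cDC1s against cDC2s was 141 and 58 without cDC1 replicates 1 and 2 and 95 and 174 without cDC2 replicates 1 and 2, with limma counts of 7, 2, 2 and 1. For whole cDCs against cDC2s it was 103 and 79 without whole cDC replicates 1 and 2 and 51 and 197 without cDC2 replicates 1 and 2, with limma counts of 1 without whole cDC replicate 1 and 2 and 1 without the cDC2 replicates. For whole cDCs against cDC1s it was 106 and 86 without whole cDC replicates 1 and 2 and 97 without cDC1 replicate 1, with limma counts of 2 without whole cDC replicate 1 and 9 and 2 without the cDC1 replicates.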

Next, we conducted gene set enrichment analysis (GSEA) to identify pathways and processes associated with the differential responses of OT-1 T cells to different cDC subsets. OT-1 T cells cultured with cDC1s were enriched with genes involving the pathways for JAK-STAT signaling and cytokine-cytokine receptor interaction (**Figure 4H**). 

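Cish (log2 2.81 with cDC1s over cDC2s, SE 0.20, adjusted p = 0.000296), a STAT5-induced brake on cytokine signaling, and Lif led the JAK-STAT genes that rose. Of 64 tested JAK-STAT genes, 27 rose, 11 fell and 26 did not pass by limma (30 rose and 13 fell when adjusted over the list alone). The list as a whole was higher with cDC1s by camera (adjusted p = 0.00196), and adjusted p = 0.555 with an estimated correlation. Of 44 cytokines, chemokines and TNF family members, 19 rose, with Lta, Ifng and Ccl3 in front, 10 fell and 15 did not pass (21 and 11 over the list alone), with camera adjusted p = 0.0225 and 0.507 with an estimated correlation. With whole cDCs 19 JAK-STAT genes rose and 10 fell (25 and 11 over the list alone, camera adjusted p = 0.0765), and 16 cytokine genes rose and 7 fell (adjusted p = 0.165).

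Among 50 IL-2 and STAT5 target genes, 31 rose, 3 fell and 16 did not pass with cDC1s (33 and 3 over the list alone, camera adjusted p = 4.3e-09, and 0.222 with an estimated correlation). Batf3 (2.84, SE 0.15, adjusted p = 0.00012), Spry1, a growth-factor signaling inhibitor gene (2.74, SE 0.22, adjusted p = 0.000329), and Cish were the leading members. The cytokine list lost its call without whole cDC replicate 1 (0.0537) or 2 (0.052). With whole cDCs the JAK-STAT list passed without whole cDC replicate 1 (0.00966) or cDC2 replicate 1 (0.0125), and the cytokine list without cDC2 replicate 1 (0.0293). The lists name genes by their known roles and hold both inducers and brakes, so a higher list does not measure signaling itself.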

Meanwhile, those cultured with cDC2s were enriched with genes in the pathways involving leukocyte transendothelial migration and actin cytoskeleton regulation (**Figure 4I**). 

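Pecam1, an endothelial adhesion gene (log2 −1.67 with cDC1s against cDC2s, SE 0.14, adjusted p = 0.000405), Itga4 and Rhoa, a GTPase gene of cell contraction (−1.55, SE 0.21, adjusted p = 0.00172), led the transendothelial migration genes that were lower with cDC1s, while Prkca, a kinase gene, rose (1.25, SE 0.18, adjusted p = 0.00249). Of 58 tested members, 15 fell, 5 rose and 38 did not pass by limma (17 and 6 over the list alone), with camera adjusted p = 0.0263 and 0.556 with an estimated correlation. Of 89 actin cytoskeleton genes, 23 fell, among them Itgb7 and Arpc1b, an actin nucleation gene (−1.66, SE 0.25, adjusted p = 0.00297), 5 rose and 61 did not pass (30 and 5 over the list alone), with camera adjusted p = 0.00176 and 0.507 with an estimated correlation. Whole cDCs gave 13 lower and 3 higher transendothelial genes (camera adjusted p = 0.00943, and 0.550 with an estimated correlation) and 20 lower and 2 higher actin genes (adjusted p = 0.00128, and 0.464). Tmsb4x, an actin-binding gene, and Myl12b, a myosin light chain gene, were examples there.

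With IL-2 31 transendothelial genes fell and 2 rose (adjusted p = 6.08e-05, and 0.543 with an estimated correlation), and 36 actin genes fell and 5 rose (adjusted p = 0.00132, and 0.543), with Ncf1, an oxidase subunit gene (−1.88, SE 0.15, adjusted p = 0.000261), and Gsn, the gene of gelsolin (−1.60, SE 0.18, adjusted p = 0.000944), as examples. Median scaling gave 17 lower and 6 higher transendothelial and 25 lower and 11 higher actin genes with IL-2. The transendothelial call with cDC1s was lost without cDC1 replicate 2 (0.0751) or cDC2 replicate 1 (0.227), and with whole cDCs without whole cDC replicate 1 (0.256) or cDC2 replicate 1 (0.158). The actin call with whole cDCs was lost without whole cDC replicate 1 (0.109), and Myl12b lost its limma call without cDC2 replicate 1 (0.0577) or 2 (0.0658). Ncf1 is also a phagocyte gene, so part of its fall may be RNA of other cells.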

Because the numbers of genes were not large enough for GSEA, we then analyzed the pathways involved in IL-2 responsive and IL-2 independent DEGs using StringDB and constructed a protein-protein association network. 

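Ifng (chromosome 10, 118441046–118445894) rose by log2 3.87 with cDC1s (SE 0.23, adjusted p = 0.000178), 2.16 with whole cDCs (SE 0.23, adjusted p = 0.00188) and 2.39 with IL-2 (SE 0.23, adjusted p = 0.000438), each against cDC2s. Lta rose by 3.82 with cDC1s (SE 0.29, adjusted p = 0.000306) and 3.03 with IL-2 (SE 0.29, adjusted p = 0.000449). The chemokine gene Ccl3 rose by 2.79 with cDC1s (SE 0.21, adjusted p = 0.000306), 2.01 with whole cDCs (SE 0.21, adjusted p = 0.00169) and 1.87 with IL-2 (SE 0.21, adjusted p = 0.000857). Its neighbor Ccl4 rose by 2.09 (SE 0.22, adjusted p = 0.000839), 1.44 (SE 0.22, adjusted p = 0.00596) and 1.73 (SE 0.22, adjusted p = 0.00163), and Ccr4, a receptor gene for skin and lung homing, by 2.14 (SE 0.25, adjusted p = 0.00106), 1.88 (SE 0.25, adjusted p = 0.00367) and 2.45 (SE 0.25, adjusted p = 0.000572). Fasl, the gene of a death ligand, rose by 2.53 with cDC1s (SE 0.25, adjusted p = 0.000644) and 2.53 with IL-2 (adjusted p = 0.000543) but by 0.95 with whole cDCs (SE 0.25, adjusted p = 0.0359), and Tnf by 1.37 (SE 0.15, adjusted p = 0.000792), 0.89 with whole cDCs (adjusted p = 0.00695) and further with IL-2 (mean log2 4.24 against 2.14 with cDC2s, adjusted p = 0.000179). These last 2 therefore missed 2-fold with whole cDCs.

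Itgae, the gene of integrin alpha E, fell by 3.07 with cDC1s (SE 0.21, adjusted p = 0.000255), 2.61 with whole cDCs (SE 0.21, adjusted p = 0.000833) and 2.81 with IL-2 (SE 0.21, adjusted p = 0.000209). S1pr1, the receptor gene that lets T cells leave lymphoid organs (chromosome 3, 115710433–115715055), fell by 3.45 (SE 0.22, adjusted p = 0.000216), 2.94 (SE 0.22, adjusted p = 0.000754) and 1.51 (SE 0.22, adjusted p = 0.00252). The limma calls of Fasl with whole cDCs were lost without whole cDC replicate 2 (0.084), cDC1 replicates 1 (0.0607) or 2 (0.0611), or cDC2 replicates 1 (0.0817) or 2 (0.196), and that of Tnf without cDC2 replicate 2 (0.0689). With the length and GC trend removed, Ccl3 and Ccl4 moved by 0.90 and 0.68 with IL-2. Camera put the 7 cytokine genes higher with cDC1s (adjusted p = 1.7e-07, and 0.222 with an estimated correlation) and the 4 migration genes lower (adjusted p = 1.51e-05, and 0.222). With IL-2 the values were 2.96e-06 and 0.00133 at the preset correlation, and 0.341 and 0.341 with an estimated correlation. The lists were chosen on these samples, so these tests are not independent evidence.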

In the IL-2 responsive gene set, we identified that the up-regulated genes were involved in cytokine-cytokine receptor interaction, such as *Ifng*, *Lta*, *Fasl*, *Tnf*, *Ccl3*, *Ccl4*, and *Ccr4*, whereas the down-regulated genes were involved in leukocyte migration, such as *Itgb7*, *Itga4*, *Itgae*, and *S1pr1* (**Supplementary Figure 15**). In the IL-2 independent gene set, we found that the up-regulated genes were involved in metabolic pathways, such as *Cth*, *Acsl6*, *Bcat1*, *Polr1b*, *Ctps*, *Ak4*, *Gls2*, and *Nos2* (**Supplementary Figure 16**). In addition, we also looked into gene expression modules related to the functional status of CD8^+^ T cells (39). 

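Cth, a gene of cysteine synthesis (chromosome 3, 157894248–157925081), rose by log2 3.92 with cDC1s (SE 0.37, adjusted p = 0.000516) and 2.77 with whole cDCs (SE 0.37, adjusted p = 0.00378) and did not pass with IL-2 (0.87, adjusted p = 0.0909). Acsl6 (chromosome 11, 54303805–54364756) rose by 3.19 (SE 0.31, adjusted p = 0.000542) and 1.91 (SE 0.31, adjusted p = 0.00655), with −0.10 under IL-2 (adjusted p = 0.811). The nitric oxide synthase gene Nos2 rose by 2.03 (SE 0.16, adjusted p = 0.000306) and 1.28 (SE 0.16, adjusted p = 0.00269), the RNA polymerase I gene Polr1b by 1.29 (SE 0.22, adjusted p = 0.00455) and 1.31 (SE 0.22, adjusted p = 0.00758), and the CTP synthase gene Ctps by 1.13 (SE 0.20, adjusted p = 0.00482) and 1.07 (SE 0.20, adjusted p = 0.0102). With IL-2 these 3 did not pass (−0.37, −0.03 and −0.10). Bcat1, a branched-chain amino acid gene, rose by 1.67 with cDC1s (SE 0.48, adjusted p = 0.0353) and did not pass with whole cDCs (1.40, adjusted p = 0.0774) or IL-2 (−0.35, adjusted p = 0.572). The adenylate kinase gene Ak4 rose by 1.62 (SE 0.26, adjusted p = 0.00373), 1.69 (SE 0.26, adjusted p = 0.00588) and, with IL-2, 0.78 (SE 0.26, adjusted p = 0.0439), and the glutaminase gene Gls2 by 1.86 (SE 0.14, adjusted p = 0.000306), 1.25 (SE 0.14, adjusted p = 0.00215) and 0.70 (SE 0.14, adjusted p = 0.00712). Ak4 and Gls2 were thus short of 2-fold with IL-2 but past limma.

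Of 47 genes of the ATF4 amino acid stress response, 42 rose with cDC1s, 1 fell and 4 did not pass (44 and 1 over the list alone, camera adjusted p = 7.77e-18, and 0.259 with an estimated correlation), with Asns, the gene of asparagine synthetase (2.89, SE 0.27, adjusted p = 0.000469), as example. Of 30 glycolysis genes, 23 rose and 7 did not pass (26 over the list alone, adjusted p = 3.32e-10, and 0.305), with the glucose transporter gene Slc2a3 (2.71, SE 0.35, adjusted p = 0.00151) and the hypoxia-response gene Egln3 (2.59, SE 0.27, adjusted p = 0.000748) in front. Of 47 ribosome biogenesis genes, 35 rose, 1 fell and 11 did not pass (39 and 1 over the list alone, adjusted p = 6.15e-12, and 0.222), such as Rrp9 (1.30, SE 0.15, adjusted p = 0.000997) and Noc4l (1.28, SE 0.13, adjusted p = 0.000687). Whole cDCs raised 31, 15 and 36 members of these lists (38, 20 and 45 over the list alone, adjusted p = 7.01e-14, 2.02e-07 and 1.17e-15, and 0.325, 0.408 and 0.264 with an estimated correlation). With IL-2 the rises were in 18 ATF4 genes (adjusted p = 0.000296, and 0.594 with an estimated correlation), 5 glycolysis genes (adjusted p = 0.267) and 13 ribosome biogenesis genes (adjusted p = 0.00874, and 0.570). Median scaling gave 27, 16 and 26 with IL-2. Against cDC1s, 34 ATF4, 25 glycolysis and 25 ribosome biogenesis genes were lower with IL-2.

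The paper's 8 metabolic genes, chosen on these samples and so not independent evidence, all rose with cDC1s (camera adjusted p = 1.47e-06, and 0.231 with an estimated correlation) and 7 rose with whole cDCs, while 2 did with IL-2 (adjusted p = 0.447). Bcat1 lost its limma call with cDC1s without cDC1 replicate 2 (0.203), cDC2 replicate 2 (0.181) or IL-2 replicates 1 (0.0707) or 2 (0.0697) and passed with whole cDCs without whole cDC replicate 1 (0.00635). With whole cDCs, Polr1b lost its call without cDC2 replicate 2 (0.0582) and Ctps without cDC2 replicates 1 (0.0536) or 2 (0.0748). With IL-2, Ak4 lost its call without cDC1 replicates 1 (0.0668) or 2 (0.0665), cDC2 replicate 1 (0.257) or IL-2 replicates 1 (0.181) or 2 (0.119), and Gls2 without cDC2 replicate 1 (0.0775). Cth passed with IL-2 without whole cDC replicate 1 (0.00679) or 2 (0.00682), and Nos2 without cDC2 replicate 2 (0.0463). The ribosome biogenesis list with IL-2 lost its call without cDC2 replicate 2 (0.0514).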

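Among genes of inhibitory receptors and T cell dysfunction, Lair1, a collagen-binding inhibitory receptor gene, was higher with cDC2s than with cDC1s (cDC1s minus cDC2s −1.89, SE 0.21, adjusted p = 0.000846) and than with whole cDCs (−1.34, SE 0.21, adjusted p = 0.00565). Vsir, the gene of the checkpoint protein VISTA, and Dgka, a kinase gene that dampens receptor signaling, were also higher with cDC2s than with whole cDCs (−1.29, SE 0.14, adjusted p = 0.00193 and −1.18, SE 0.15, adjusted p = 0.00336). Other members went the opposite way: Bhlhe40 (3.03, SE 0.31, adjusted p = 0.000687), Cd200 (2.24, SE 0.44, adjusted p = 0.00821), Irf4 (2.23, SE 0.28, adjusted p = 0.00132) and the receptor-induced factor gene Nr4a2 (1.95, SE 0.19, adjusted p = 0.000542) rose with cDC1s. Of 34 tested members, 10 rose, 8 fell and 16 did not pass between cDC1s and cDC2s (13 and 10 over the list alone), and 6 rose, 6 fell and 22 did not pass between whole cDCs and cDC2s (11 and 6). The list had no direction by camera (adjusted p = 0.837 and 0.878).

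Genes of naive and memory T cells were mostly higher with cDC2s. Of 27 members, 16 fell, 4 rose and 7 did not pass with cDC1s (17 and 4 over the list alone, camera adjusted p = 1.92e-05, and 0.231 with an estimated correlation), with Klf2, S1pr1 and Slamf6, a marker of stem-like T cells (−1.95, SE 0.21, adjusted p = 0.000748), in front. With whole cDCs 13 fell and 1 rose (16 and 1 over the list alone, adjusted p = 2.95e-07, and 0.264). Tests of genes are limma with 2 libraries per group, and Cd200 lost its call without cDC1 replicate 2 (0.062). The inhibitory genes include targets of T cell receptor signaling, which rise in activated as well as dysfunctional T cells.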

OT-1 T cells, stimulated by peritoneal cDC2s, up-regulated the expression of a considerable number of genes involved in dysfunction but fewer number of genes involved in activation. In contrast, OT-1 T cells, stimulated by whole cDCs, cDC1s, or cDC2s with IL-2, induced a significantly greater number of genes involved in activation than those stimulated by cDC2s. However, the up-regulated genes in OT-1 T cells stimulated by cDC2s with IL-2 were rather different from those in OT-1 T cells stimulated by whole cDCs and cDC1s (**Figure 4J**). Thus, peritoneal cDC2s likely cause the dysfunction of OT-1 T cells, while cDC1s contribute to the activation of OT-1 T cells *via* controlling the expression of a large number of genes in IL-2 dependent as well as IL-2 independent manners. 

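Cytotoxic effector genes rose broadly with IL-2: of 34 tested, 18 rose, 3 fell and 13 did not pass against cDC2s (18 and 3 over the list alone, camera adjusted p = 8.4e-06, and 0.341 with an estimated correlation). Prf1, the gene of perforin, rose by log2 2.03 (SE 0.27, adjusted p = 0.00171), Gzma, the gene of granzyme A, by 1.83 (SE 0.37, adjusted p = 0.00705), and the NK receptor gene Klre1 rose as well (SE 0.22, adjusted p = 0.000618). With cDC1s 13 members rose, 8 fell and 13 did not pass (14 and 10 over the list alone, adjusted p = 0.275), among them Prf1 (2.79, SE 0.27, adjusted p = 0.000542) and Ifng upward and Ly6c2 (−2.85, SE 0.67, adjusted p = 0.0164) downward. The median change of that list was −0.03 while its mean was 0.35, because a few genes rose far. With whole cDCs 11 rose, 4 fell and 19 did not pass (11 and 7 over the list alone, adjusted p = 0.751), with Klrd1, an NK receptor gene (−2.54, SE 0.38, adjusted p = 0.00528), and Ctsw, a cathepsin gene of killer cells (−2.13, SE 0.27, adjusted p = 0.00341), among the falls.

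IL-2 and STAT5 target genes rose in each setting: 26 of 50 with whole cDCs, with 1 fall (31 and 4 over the list alone, camera adjusted p = 5.55e-08, and 0.264 with an estimated correlation), and 28 with IL-2, with 7 falls (28 and 7, adjusted p = 2.96e-06, and 0.341). Osm, the oncostatin M gene (2.55, SE 0.13, adjusted p = 6.48e-05), Socs1 (2.38, SE 0.19, adjusted p = 0.000247) and Socs2 (2.36, SE 0.15, adjusted p = 0.000127), the last 2 genes of cytokine signaling brakes, rose with IL-2. Removal of the length and GC trend left 30 rises and 9 falls of the target genes and 16 rises and 7 falls of the cytotoxic genes with IL-2. Gzma lost its limma call with IL-2 without IL-2 replicate 1 (0.0534). Ly6c2 lost its call with cDC1s without cDC1 replicate 2 (0.102) or cDC2 replicate 1 (0.0822).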

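The interferon-stimulated genes Isg20 (log2 2.86, SE 0.18, adjusted p = 0.000127), Isg15 (2.55, SE 0.14, adjusted p = 7.95e-05), Usp18 (2.00, SE 0.37, adjusted p = 0.00525) and Rtp4 (1.93, SE 0.20, adjusted p = 0.000687), all genes of antiviral defense or its control, rose with IL-2 against cDC2s. Of 38 members, 14 rose, 4 fell and 20 did not pass (15 and 5 over the list alone, camera adjusted p = 0.0179, and 0.594 with an estimated correlation). With cDC1s 15 fell and 6 rose (17 and 7 over the list alone, adjusted p = 0.00176, and 0.555), including Ifi203 (−2.46, SE 0.11, adjusted p = 0.00012), Phf11b (−2.52, SE 0.33, adjusted p = 0.00168) and Slfn1 (−2.45, SE 0.24, adjusted p = 0.000542) downward and Iigp1 (2.18, SE 0.30, adjusted p = 0.00188) upward. With whole cDCs 17 fell and 2 rose (adjusted p = 1.1e-05, and 0.457). NK cell markers rose with IL-2 in 8 of 10 cases (10 over the list alone, adjusted p = 5.69e-06, and 0.341), such as Klra7 (1.40, SE 0.18, adjusted p = 0.00166) and Ncr1 (1.28, SE 0.12, adjusted p = 0.000459), and had no direction with cDC1s (camera adjusted p = 0.969).

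Cell cycle genes fell with IL-2 in 34 of 50 cases and rose in 1 (35 and 2 over the list alone, adjusted p = 5.29e-06, and 0.341), with Rrm1 (−1.38, SE 0.21, adjusted p = 0.00293), Bub1b (−1.16, SE 0.19, adjusted p = 0.00345) and Mcm4 (−1.19, SE 0.23, adjusted p = 0.0063), genes of DNA synthesis and mitosis, as examples. Cell cycle genes also fell with cDC1s, 18 of 50 (23 over the list alone, adjusted p = 1.37e-07, and 0.222), led by E2f2 (−1.78, SE 0.16, adjusted p = 0.000439) and Stmn1 (−1.60, SE 0.20, adjusted p = 0.00126), and with whole cDCs, 14 of 50 (16, adjusted p = 2.95e-07, and 0.264). The fall with IL-2 depends on scaling, with 15 falls and 6 rises after median scaling and 39 falls and 1 rise after removal of the length and GC trend. Over all genes the change with IL-2 correlated with the change with cDC1s at 0.286 and with whole cDCs at 0.239, and shared cDC2 libraries alone gave 0.50 without any effect. The covariances were 0.119 and 0.0836, against 0.0198 without effect. The interferon list with IL-2 lost its call without cDC2 replicate 2 (0.0514) or IL-2 replicate 2 (0.227), and 5 NK cell markers passed with the length and GC trend removed.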

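Inhibitory receptor genes changed in both directions with IL-2: Pdcd1, the gene of PD-1 (log2 −1.66, SE 0.19, adjusted p = 0.000916), and Cd200 (−1.51, SE 0.44, adjusted p = 0.0269) fell, while Lilrb4a, an inhibitory receptor gene (2.24, SE 0.35, adjusted p = 0.00314), and the cytokine gene Il10 (2.11, SE 0.18, adjusted p = 0.000313) rose against cDC2s. Of 34 members, 9 rose, 15 fell and 10 did not pass with IL-2 (10 and 17 over the list alone, camera adjusted p = 0.403). Against cDC1s, Pdcd1 was lower with IL-2 by 3.26 (SE 0.19, adjusted p = 9.79e-05), Nr4a2 by 3.06 (SE 0.19, adjusted p = 0.000107) and Egr2, a tolerance-linked factor gene, by 2.59 (SE 0.22, adjusted p = 0.000319). Naive and memory genes fell with IL-2 in 15 of 27 cases and rose in 4 (15 and 5 over the list alone, adjusted p = 0.02, and 0.543 with an estimated correlation), with Tcf7 in front.

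**Figure D3:**
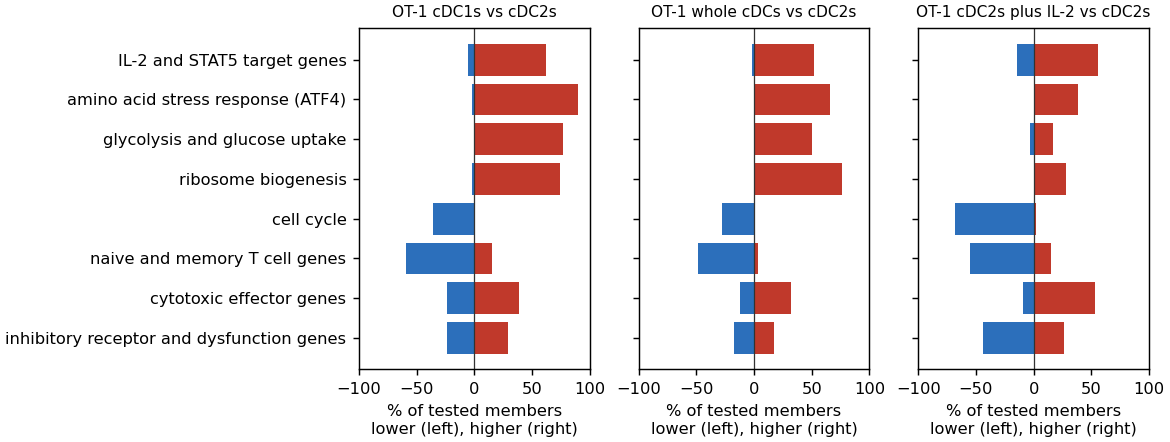
Percent of tested members of 8 gene lists that rose (red, right) or fell (blue, left) by limma at adjusted p below 0.05, against cDC2s, with cDC1s, whole cDCs and cDC2s plus IL-2. Each group has 2 libraries.

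The paper proposes that cDC2s cause dysfunction of OT-1 T cells and that cDC1s activate them through IL-2 dependent and IL-2 independent genes. It draws on modules of genes for CD8+ T cell function, and it sorts genes shared by whole cDCs and cDC1s by their response to IL-2 added to cDC2 cultures. The shared and responsive genes Il2ra, Ifng, Lta, Klf2 and S1pr1 fill the IL-2 responsive side here, with 9 IL-2 and STAT5 target genes, 9 ATF4 genes, 4 glycolysis genes and 0 ribosome biogenesis genes on its higher part and 0 interferon-stimulated genes on its lower part. For the IL-2 independent side the same lists give 5, 9, 5 and 6 on the higher part and 10 on the lower. The paper also blocked IL-2 signaling in cDC1 cultures with combined antibodies. It reports that surface CD69 and CCR4 fell and that α4β7 and CCR9 rose. No such culture is among the sequenced libraries, so the mRNA data here describe added IL-2 and not IL-2 need in cDC1 cultures. The naive and memory list lost its call with IL-2 without IL-2 replicate 1 (0.0638), and Cd200 did by limma without cDC2 replicates 1 (0.109) or 2 (0.0714) or IL-2 replicates 1 (0.059) or 2 (0.159). None of 252 list tests passed with an estimated correlation, against 117 with the preset. A failure with the estimated correlation therefore cannot speak against any 1 list.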

All in all, our analyses reveal the distinctive features of peritoneal cDC1s and cDC2s that regulate the gene expression in CD8^+^ OT-1 T cells.

### Different Subsets of Peritoneal cDCs Induce Distinct Homing Properties of T Cells

Since the expression of gut-homing markers, α4β7 and CCR9, on CD8^+^ OT-1 T cells was differentially regulated between the stimulation with peritoneal cDC1s and cDC2s, we further examined the expression of other integrins and chemokine receptors. Integrins are expressed on cell surfaces as heterodimers formed by α and β subunits. An integrin α4 can form heterodimers with either integrin β1 or β7, while integrin β7 can be paired with either integrin α4 or αe (**Supplementary Figure 17**). In particular, the heterodimers formed with integrin β7 play critical roles in gut trafficking of leukocytes (40). Therefore, we examined the expression of individual integrin subunits on OT-1 T cells following stimulation with peritoneal cDCs (**Figure 5A** and **Supplementary Figures 18, 19**). 

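Of the integrin subunit genes, Itga4 and Itgb7 had mean log2 values of 3.66 (SD 0.03, n = 2) and 8.54 (SD 0.12) with cDC2s, 1.85 (SD 0.05) and 6.02 (SD 0.41) with cDC1s, 2.46 (SD 0.13) and 5.90 (SD 0.29) with whole cDCs, and 1.50 (SD 0.19) and 7.00 (SD 0.39) with IL-2. Itgb3, a vitronectin receptor gene, fell by 1.29 with cDC1s (SE 0.19, adjusted p = 0.00246), 0.91 with whole cDCs (SE 0.19, adjusted p = 0.0153) and 1.10 with IL-2 (SE 0.19, adjusted p = 0.00408). Itgam, an integrin gene also of myeloid cells, fell by 1.01 with cDC1s (SE 0.21, adjusted p = 0.00979) and 0.88 with whole cDCs (SE 0.21, adjusted p = 0.024), and the laminin receptor gene Itga6 by 0.63 with cDC1s (SE 0.12, adjusted p = 0.00777). Itga5, a fibronectin receptor gene (0.93, SE 0.15, adjusted p = 0.00411), Itgav (0.54, adjusted p = 0.0273) and Itga7 (0.60, SE 0.19, adjusted p = 0.0444) rose with cDC1s, while Itgb2 fell with IL-2 alone (−1.07, SE 0.22, adjusted p = 0.0076). Of 13 tested subunits, 3 rose, 6 fell and 4 did not pass with cDC1s (camera adjusted p = 0.0837), 1 rose and 6 fell with whole cDCs (adjusted p = 0.0147, and 0.464 with an estimated correlation), and 0 rose and 7 fell with IL-2 (adjusted p = 0.0296, and 0.570).

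The p-values are limma's, and 10 subunits, such as Itga1 and Itgb4, were below the filter. With cDC1s, calls were lost for Itgam without cDC1 replicate 2 (0.0711), for Itga6 without cDC1 replicates 1 (0.0514) or 2 (0.0696) or cDC2 replicate 1 (0.0793), for Itga7 without cDC1 replicate 1 (0.261) or cDC2 replicates 1 (0.175) or 2 (0.114), and for Itgav without cDC1 replicates 1 (0.125) or 2 (0.13) or cDC2 replicates 1 (0.0819) or 2 (0.167). With whole cDCs they were lost for Itgb3 without cDC2 replicates 1 (0.0815) or 2 (0.0713) and for Itgam without whole cDC replicate 2 (0.0571) or IL-2 replicates 1 (0.0524) or 2 (0.0516), and Itga5 passed without whole cDC replicate 1 (0.014). With IL-2, Itgb2 lost its call without cDC2 replicate 1 (0.0649) or IL-2 replicate 1 (0.0633). The list passed with cDC1s without cDC1 replicate 1 (0.0266) or cDC2 replicate 2 (0.0107), and lost its call with whole cDCs without whole cDC replicate 1 (0.256) or cDC2 replicate 1 (0.0601) and with IL-2 without whole cDC replicates 1 (0.0549) or 2 (0.0538) or IL-2 replicate 1 (0.0517).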

In accordance with their expression of α4β7, both integrin subunits α4 and β7 were expressed on OT-1 T cells stimulated by cDC2s. Meanwhile, OT-1 T cells stimulated by cDC2s with IL-2 sharply down-regulated the expression of integrin β7. Similarly, OT-1 T cells stimulated by whole cDCs and cDC1s failed to express integrin β7 but maintained the expression of integrin α4 on the cell surface. Additional evaluation of integrins αe and β1, the other binding partners of integrins β7 and α4 respectively, revealed that cDC2s up-regulated both integrins αe and β1 on OT-1 T cells, whereas whole cDCs, cDC1s, and cDC2s with IL-2 induced β1 but not αe (**Figure 5A** and **Supplementary Figures 18, 19**). Collectively, the expression of integrins β7 and αe, best known for gut-homing properties, on CD8^+^ OT-1 T cells was sustained by peritoneal cDC2s but suppressed by cDC1s or cDC2s with IL-2.

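Itgae (chromosome 11, 73090505–73147449) had a mean log2 value of 3.28 (SD 0.48, n = 2) with cDC2s, 0.20 (SD 0.08) with cDC1s, 0.67 (SD 0.13) with whole cDCs and 0.47 (SD 0.05) with IL-2. Itgb1, the gene of integrin beta 1 (chromosome 8, 128685654–128733579), stood at 6.43 (SD 0.16) with cDC2s, 6.98 (SD 0.03) with cDC1s, 6.97 (SD 0.51) with whole cDCs and 5.46 (SD 0.15) with IL-2. It did not pass with cDC1s (0.55, SE 0.23, adjusted p = 0.108) or whole cDCs (0.54, SE 0.23, adjusted p = 0.134) and fell by 0.98 with IL-2 (SE 0.23, adjusted p = 0.0127), all against cDC2s by limma. Itgb1 passed with cDC1s without whole cDC replicate 1 (0.0061) or 2 (0.006) and with whole cDCs without whole cDC replicate 1 (0.00214). Its fall with IL-2 lost the call without cDC2 replicate 1 (0.0886) or IL-2 replicate 1 (0.0883). Levels of mRNA need not follow levels of the protein on the cell surface.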

**Figure 5:**
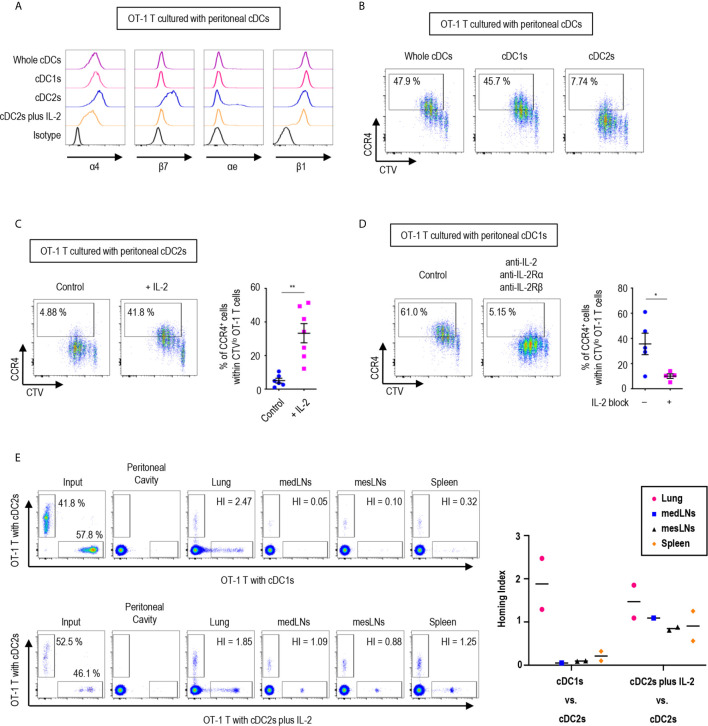
Peritoneal cDCs induce CD8 T cells with distinct homing properties. 1.5 mg of OVA (Grade V) was injected into the peritoneal cavity for an hour. OVA-laden peritoneal cDC subsets were isolated and co-cultured with naïve OT-1 T cells for 3 days before analysis. **(A)** OT-1 T cells stimulated by cDCs were stained for integrins α4, β7, αe, and β1 (representative of more than 3 independent experiments). **(B)** Surface expression of CCR4 in OT-1 T cells stimulated by peritoneal cDCs are shown (representative of 4 independent experiments). **(C)** Effect of IL-2 on CCR4 expression. OT-1 T cells and peritoneal cDC2s were co-cultured with or without 100 ng/ml of IL-2 for 3 days. Live CTV^lo^ CD8^+^ T cells are plotted and the percentages of cells expressing CCR4 among CTV^lo^ proliferated OT-1 T cells are shown in a graph. Data are pooled from 2 independent experiments (n ≥ 6). Error bars indicate mean ± SEM. **(D)** Expression of CCR4 on OT-1 T cells stimulated by peritoneal cDC1s while blocking IL-2 signaling. OT-1 T cells and peritoneal cDC1s were co-cultured with antibodies blocking IL-2 signaling (2 μg/ml of polyclonal anti-IL-2, 10 μg/ml of PC61 anti-IL-2Rα, and 10 μg/ml of TmB1 anti-IL-2Rβ) for 3 days. Live CTV^lo^ CD8^+^ T cells are plotted and the percentages of cells expressing CCR4 among CTV^lo^ proliferated OT-1 T cells are shown in a graph. Data are pooled from 2 independent experiments (n ≥ 4). Error bars indicate mean ± SEM. **(E)** Homing index (HI) measured by competitive adoptive transfer experiments. OT-1 T cells were stimulated by cDC2s (labeled with CFSE), cDC1s (labeled with CTV), or cDC2s plus IL-2 (labeled with CTV). Labeled OT-1 T cells were mixed 1:1 and adoptively transferred intravenously (i.v.) into recipient mice. A total of 500,000 cells containing an equal mixture of OT-1 T cells respectively stimulated by cDC1s vs. cDC2s (upper panels) or a total of 1,000,000 cells containing an equal mixture of OT-1 T cells respectively stimulated by cDC2s plus IL-2 vs. cDC2s (lower panels) were adoptively transferred. After 3 hours of competitive adoptive transfer, HI of each tissue was determined. HI was calculated as [CTV^+^/CFSE^+^]_tissue_/[CTV^+^/CFSE^+^]_input_. Graph shows means of 2 HI values from 2 independent experiments. *p<0.05; **p<0.01.

We also examined the influence of peritoneal cDCs on the expression of chemokine receptor genes in OT-1 T cells (**Supplementary Figure 20**). In addition to CCR9, the stimulation with peritoneal cDC2s strongly induced the gene expression of *Cxcr3, Cxcr4, Cxcr6*, and *Xcr1*, which are homing receptors to multiple organs including both lymphoid and non-lymphoid tissues (41, 42). 

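Cxcr3, a receptor gene for interferon-induced chemokines (chromosome X, 101731535–101734147), was higher with cDC2s than with cDC1s (cDC1s minus cDC2s −1.86, SE 0.29, adjusted p = 0.00334) or whole cDCs (−1.51, SE 0.29, adjusted p = 0.0123). Cxcr4, a receptor gene for bone marrow homing (chromosome 1, 128588199–128592299), was too (−1.09, SE 0.16, adjusted p = 0.00242 and −1.52, SE 0.16, adjusted p = 0.00178), as was Cxcr6, a receptor gene of tissue-resident T cells (chromosome 9, 123806477–123811754; −2.13, SE 0.29, adjusted p = 0.00175 and −1.63, SE 0.29, adjusted p = 0.0088). Mean log2 values with cDC2s were 6.73 (SD 0.17, n = 2), 3.57 (SD 0.04) and 4.55 (SD 0.11). Xcr1 stayed below the expression filter in all OT-1 libraries and was not tested. Of 12 tested chemokine receptor genes, 6 fell, 4 rose and 2 did not pass with cDC1s (camera adjusted p = 0.306), and 5 fell, 2 rose and 5 did not pass with whole cDCs (6 and 2 over the list alone, adjusted p = 0.0983).

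With whole cDCs the limma call of Cxcr3 was lost without cDC2 replicate 1 (0.0745) or 2 (0.0508) and that of Cxcr6 without cDC2 replicate 2 (0.0534). The list passed with whole cDCs without cDC2 replicate 2 (0.019).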

Peritoneal cDC1s significantly up-regulated the gene expression of *Ccr4, Ccr6*, and *Ccr8*, known to be important in homing to the lung and the skin (32, 41, 42). 

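Ccr4 (chromosome 9, 114490316–114505476) had mean log2 values of 4.38 (SD 0.11, n = 2) with cDC1s and 2.24 (SD 0.11, n = 2) with cDC2s. Ccr6, a receptor gene for mucosal and skin homing (chromosome 17, 8236041–8258519), rose by 1.67 with cDC1s over cDC2s (SE 0.23, adjusted p = 0.00187) and did not pass with whole cDCs (0.50, SE 0.23, adjusted p = 0.155). Ccr8, a skin-homing receptor gene (chromosome 9, 120092133–120094906), rose by 1.67 with cDC1s (SE 0.17, adjusted p = 0.000619) and 1.03 with whole cDCs (SE 0.17, adjusted p = 0.0067). The lymph-node homing gene Ccr7 rose slightly with cDC1s (0.43, SE 0.13, adjusted p = 0.0434). The limma call of Ccr8 with whole cDCs was lost without cDC2 replicate 2 (0.0523). That of Ccr7 was lost without cDC1 replicates 1 (0.193) or 2 (0.229), cDC2 replicates 1 (0.207) or 2 (0.202), or IL-2 replicates 1 (0.0544) or 2 (0.0519).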

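With IL-2 the inflammatory chemokine receptor genes Ccr2 (chromosome 9, 124101918–124109140; log2 2.98 over cDC2s, SE 0.24, adjusted p = 0.000282) and Ccr5 (chromosome 9, 124121543–124127183; 2.23, SE 0.21, adjusted p = 0.000437) rose. Ccr10, a skin-homing receptor gene, rose by 0.44 (SE 0.12, adjusted p = 0.0204). Cxcr3 (−0.51, SE 0.29, adjusted p = 0.192), Cxcr4 (−0.16, SE 0.16, adjusted p = 0.44) and Cxcr6 (−0.21, SE 0.29, adjusted p = 0.576) did not pass against cDC2s and rose against cDC1s by 1.36, 0.93 and 1.92. Ccr7 fell by 2.17 (SE 0.13, adjusted p = 0.000119), Cxcr5, a follicle-homing gene, by 1.26 (SE 0.23, adjusted p = 0.00483), Ccr6 by 1.00 (SE 0.23, adjusted p = 0.0116) and Ccr8 by 0.78 (SE 0.17, adjusted p = 0.00888). Of 12 tested receptors, 4 rose, 5 fell and 3 did not pass (camera adjusted p = 0.692), and Ccr3 was below the filter.

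The tests are limma with 2 libraries per group. Ccr10 lost its call without cDC2 replicates 1 (0.106) or 2 (0.0733) or IL-2 replicates 1 (0.0941) or 2 (0.0669), and moved by 0.28 with the length and GC trend removed. Calls were also lost for Ccr6 without cDC2 replicate 1 (0.0819) or IL-2 replicate 2 (0.0776) and for Ccr8 without cDC2 replicate 1 (0.076) or IL-2 replicate 2 (0.0581). Cxcr3 passed without whole cDC replicate 1 (0.0109) or 2 (0.0108).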

Meanwhile, OT-1 T cells stimulated by cDC2s with IL-2 increased the gene expression of more diverse chemokine receptors, including *Ccr2, Ccr3, Ccr4, Ccr5, Ccr10, Cxcr3, Cxcr4*, and *Cxcr6* (**Supplementary Figure 20**). Then, we assessed the surface expression of chemokine receptors and confirmed the augmented expression of CCR4 on the surface of OT-1 T cells stimulated by cDC1s as compared to those stimulated by cDC2s (**Figure 5B**). The low expression of CCR4 on OT-1 T cells stimulated by cDC2s was influenced by treatment of the conditioned medium from the culture of OT-1 T cells with cDC1s (**Supplementary Figure 21**). We then demonstrated that the addition of IL-2 to the culture with cDC2s significantly up-regulated the expression of CCR4 on OT-1 T cells (**Figure 5C**), and that the inhibition of IL-2 signaling significantly reduced the expression of CCR4 on OT-1 T cells cultured with cDC1s (**Figure 5D**). Therefore, the level of CCR4 on CD8^+^ OT-1 T cells are up-regulated by the stimulation with peritoneal cDC1s in an IL-2 dependent manner. Meanwhile, the expression of TGF-β and TGF-β signaling molecules, which regulate the expression of homing receptors (35), in OT-1 T cells is not markedly affected by the stimulation with different peritoneal cDC subsets and IL-2 (**Supplementary Figure 22**).

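Tgfbr2, the gene of the TGF-β receptor chain that binds the ligand (chromosome 9, 116087695–116175363), fell by log2 1.30 with cDC1s (SE 0.17, adjusted p = 0.00172), 0.97 with whole cDCs (SE 0.17, adjusted p = 0.00953) and 1.37 with IL-2 (SE 0.17, adjusted p = 0.00152), each against cDC2s. Tgfb1, the ligand gene, did not pass with cDC1s (0.41, SE 0.16, adjusted p = 0.0915), whole cDCs (0.08) or IL-2 (0.19). Tgfbr1, the gene of the signaling receptor chain (−0.65, SE 0.17, adjusted p = 0.027), and the signal mediator genes Smad3 (−0.78, SE 0.21, adjusted p = 0.0253) and Smad7 (−0.44, SE 0.13, adjusted p = 0.0433) fell with cDC1s, and Smad4 fell with IL-2 (−0.88, SE 0.17, adjusted p = 0.00613). Tgfbr3 did not pass in any of them (0.26, 0.42 and 0.09). Of 16 tested TGF-β genes, 4 fell and 12 did not pass with cDC1s (camera adjusted p = 0.833), 1 rose, 1 fell and 14 did not pass with whole cDCs (adjusted p = 0.77), and 2 fell and 14 did not pass with IL-2 (adjusted p = 0.315).

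The p-values of genes are limma's. With cDC1s, calls were lost without cDC1 replicates 1 or 2 or cDC2 replicates 1 or 2, in that order, for Tgfbr1 (0.111, 0.129, 0.123, 0.0969), Smad3 (0.0827, 0.136, 0.0894, 0.109) and Smad7 (0.169, 0.172, 0.178, 0.15). Tgfb1 passed with cDC1s without whole cDC replicate 1 (0.015) or 2 (0.0151). With whole cDCs, Tgfbr2 lost its call without cDC2 replicate 1 (0.0759), Tgfbr3 passed without whole cDC replicate 1 (0.00738) and Tgfbr1 passed without whole cDC replicate 2 (0.0335). With IL-2, Smad4 lost its call without cDC2 replicate 1 (0.0586) or IL-2 replicate 1 (0.0508), and Tgfbr1 passed without whole cDC replicate 1 (0.0352) or 2 (0.0368).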

To determine whether OT-1 T cells stimulated by different peritoneal cDC subsets possess distinct properties to migrate into peripheral tissues *in vivo*, we examined their homing capacities using competitive adoptive transfer experiments (32). OT-1 T cells stimulated and expanded by 2 different peritoneal cDC subsets were labeled respectively with 2 different fluorescent dyes (i.e., CFSE and CTV), mixed in an equal ratio, and then adoptively transferred intravenously into recipient mice. At 3 hours following adoptive transfer, various lymphoid and peripheral tissues were harvested and analyzed for the presence of fluorescently labeled OT-1 T cells. The HI (the ratio of [CTV^+^ cells/CFSE^+^ cells] in tissue to [CTV^+^ cells/CFSE^+^ cells] in input) indicated that OT-1 T cells stimulated by cDC2s were able to traffic to various tissues, including the mediastinal lymph nodes (medLNs), mesenteric lymph nodes (mesLNs), spleen, and lungs, while those stimulated by cDC1s migrated preferentially to the lung but poorly to the lymphoid tissues (**Figure 5E**, upper panels). When the migration of OT-1 T cells was compared between the cultures with cDC2s versus cDC2s with IL-2, both groups of OT-1 T cells were able to migrate to various tissues (**Figure 5E**, lower panels). It was notable that none of the adoptively transferred OT-1 T cells were detected in exudates from the peritoneal cavity (**Figure 5E**). In addition, despite the significantly elevated levels of gut-homing molecules on OT-1 T cells stimulated by cDC2s, none of those were detectable in the gut tissues (**Supplementary Figure 23**). These results suggest that OT-1 T cells stimulated by cDC1s express lung-homing molecules, such as CCR4, as the dominant homing mechanism, whereas those stimulated by cDC2s support broad homing properties.

## Discussion

Upon stimulation with APCs, T cells undergo several changes. T cells become activated, differentiate into specific subsets, and alter their tissue-specific homing molecules (41, 43, 44). We evaluated these features of T cells stimulated by peritoneal cDC subsets and found that different cDC subsets made differences in the expression of activation and homing receptors on CD8^+^ OT-1 T cells. Stimulation with cDC1s was superior in activating OT-1 T cells. Also, cDC1s promoted the lung-homing capacity of OT-1 T cells while cDC2s increased the expression of gut-homing molecules on the surface. Like all other tissues, the peritoneal cavity contains a much smaller number of cDC1s than that of cDC2s within the whole cDC population. However, the phenotypic and functional outcomes of whole peritoneal cDCs were quite similar to those of peritoneal cDC1s. Global mRNA-sequencing analysis of transcriptomes also confirmed that the overall gene expression profile of OT-1 T cells stimulated by whole cDCs were similar to those stimulated by cDC1s but not cDC2s. Therefore, our study demonstrates that peritoneal cDC1s play a dominant role over other cDCs in controlling the responses of CD8^+^ OT-1 T cells.

The cytokine milieu is important for the differentiation of T cells. It is shown that TCR-stimulated T cells and bystander T cells are differentially influenced and polarized in the culture containing IL-2 (45). Recent studies on the cytokine milieus that lead the differentiation of T cells into specific subsets indicated that DCs actively take part in generating such conditions. DCs can directly secrete certain cytokines and/or modulate the response to specific cytokines (22, 23). DCs can also indirectly regulate the level of particular cytokines by inducing T cells to secrete and/or to consume those cytokines (21, 22). Besides, CD25 on Ag-presenting DCs can participate in *trans*-presentation of IL-2 to Ag-responding T cells (14, 46). Meanwhile, IL-2 immunotherapy is found to expand and activate the population of DCs, and thus boost immunity (47). Our present study illustrated that peritoneal cDC1s, but not cDC2s, are able to promote OT-1 T cells to secrete a high level of IL-2. Although the increased level of IL-2 modulates the gene expression profile of OT-1 T cells stimulated by cDC2s to mimic that of OT-1 T cells stimulated by cDC1s, a significant number of genes are still regulated by cDC2s independently of IL-2. In fact, IL-2 is a complicated cytokine producing different outcomes depending on the type, strength, and duration of signals (14, 48). For example, a strong IL-2 signal, in combination with inflammatory cytokines, induces the expression of transcription factor T-bet and Blimp-1, which in turn promotes the differentiation of short-lived effector CD8 T cells (20). On the other hand, weak IL-2 signals are involved in the formation of memory T cells (18, 19). Thus, we cannot exclude the possibility that DEGs between the stimulations with cDC1s and cDC2s with IL-2 may be due to the inadequate dose and/or the prolonged duration of IL-2 signals. In addition, other modulating factors derived from cDC1s may act on T cells synergistically and/or cooperatively with IL-2, which requires further studies.

We also discovered that peritoneal cDC1s and whole cDCs induce OT-1 T cells to up-regulate CCR4, a chemokine receptor for lung and inflamed tissues (41, 42), and to down-regulate α4β7 and CCR9, homing molecules for gut tissues (49, 50), in an IL-2 dependent manner. On the other hand, peritoneal cDC2s induce OT-1 T cells to express a variety of chemokine receptors and integrins, homing molecules for various tissues, as well as CD62L, a homing receptor for lymphoid tissues. Consistent with this observation, in competitive adoptive transfer assays, most of the OT-1 T cells activated by cDC1s migrate into the lung, whereas those stimulated by cDC2s migrate into various lymphoid tissues as well as the lung. In the meantime, T cells activated by cDC2s with IL-2 show the homing properties of T cells induced by both peritoneal cDC1s and cDC2s. They down-regulate gut-homing molecules but up-regulate both CCR4 and various other chemokine receptors expressed by OT-1 T cells stimulated by cDC2s. Accordingly, their homing properties are not limited to the lung but also able to migrate into various lymphoid tissues. Notably, despite the augmented expression of gut-homing molecules, OT-1 T cells stimulated by cDC2s are unable to migrate into gut tissues in competitive adoptive transfer assays. Besides these findings, no significant gut-homing properties of OT-1 T cells are observed following adoptive transfer into the recipient mice treated with OVA and IL-2 (data not shown).

The mechanisms of how different peritoneal cDC subsets lead to the different outcomes of CD8^+^ T cell responses are not fully recognized *in vivo*. It is notable that, although the expression of TGF-β in OT-1 T cells is not influenced by the stimulation with different peritoneal cDC subsets, TGF-β is expressed higher in peritoneal cDC2s than in cDC1s. Since TGF-β mediates complex effects on the immune system by dampening or promoting T cell responses as well as regulating the expression of integrins and CD69 (35, 38, 51), the different expression of TGF-β between peritoneal cDC subsets might also be involved in controlling the differential expression of genes in CD8^+^ T cells. Interestingly, the dominant feature of cDC1s on controlling the responses of Ag-responding CD8^+^ T cells is only observed when a small amount of LPS is co-delivered i.p. with the Ag, indicating that peritoneal cDC1s are better at activating OT-1 T cells, in part, because they are more sensitive to LPS. Although the expression of TLR4 gene in both peritoneal cDC1s and cDC2s is similar, the signaling molecules are expressed differently. Also, the higher expression and induction of CD86 on peritoneal cDC1s are notable, while other co-stimulatory molecules are expressed higher on peritoneal cDC2s with/without LPS treatment. Meanwhile, peritoneal cDC subsets did not induce distinct CD8 T cell responses nor showed dominance over each other when Ag and LPS was co-delivered *in vitro* (data not shown). This likely suggests that, to acquire the dominant feature, cDC1s need maturation stimuli directly as well as indirectly from the *in vivo* treatment of LPS. It will be important to elucidate the nature of stimulating signals inside the peritoneal cavity that maturate cDC1s and the underlying mechanisms of how different cDC subsets lead to distinct T cell responses.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/**Supplementary Material**.

## Ethics Statement

The animal study was reviewed and approved by Institutional Animal Care and Use Committees of the Yonsei University College of Medicine.

## Author Contributions

Conceptualization: CP. Methodology: MS, HN, and CP. Formal analysis, MS and HN. Investigation: MS, HN, HS, SR, SP, HI, WC, JP, and SH. Writing – original draft: MS, HN, and CP. Writing – review & editing: MS and CP. Visualization: MS and HN. Supervision: CP. Project administration: MS and HN. Funding acquisition: HN, MC, and CP. All authors contributed to the article and approved the submitted version.

## Funding

We were supported by grants from the National Research Foundation of Korea to CP (2017M3A9C8064887, 2019R1F1A1041700), HYN (2017R1A6A3A11028388), and MC (2019R1F1A1053841), the “Dongwha” Faculty Research Assistance Program of the Yonsei University College of Medicine to CP (6-2020-0111), and the Brain Korea 21 PLUS/FOUR Project for Medical Science, Yonsei University. 

## Conflict of Interest

CP is employed by GENUV Inc.

The remaining authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Abbreviations

Ags, antigens; APCs, antigen presenting cells; cDC, classical dendritic cells; DCs, dendritic cells; DEGs, differentially expressed genes; GSEA, gene set enrichment analysis; IEC, intestinal epithelial cell; i.p., intraperitoneal; i.v., intravenous; Lin, lineage; LPL, lamina propria lymphocytes; LPS, lipopolysaccharide; medLNs, mediastinal lymph nodes; mesLNs, mesenteric lymph nodes; OVA, ovalbumin; PBS, phosphate buffered saline; PCA, principal component analysis; RBCs, red blood cells; Tc, CD8 cytotoxic T cell.

# Supplementary material for: Global Gene Expression of T Cells Is Differentially Regulated by Peritoneal Dendritic Cell Subsets in an IL-2 Dependent Manner
**Source:** Front Immunol. 2021 May 17;12:648348. doi: 10.3389/fimmu.2021.648348
**Supplement:** Supplementary file 1

## Slide 1

Supplementary Figure S1
33.8 %
2.56 %
1.38 %
0.13 %
Before
0.22 %
0.74 %
0.95 %
0.05 %
After
CD8+ OT-1 T cells
Count
CD44
Count
CD25
Count
CD69
Count
CD62L
60.1 %
5.24 %
1.61 %
1.43 %
Before
After
1.02 %
0.13 %
0.46 %
0.04 %
CD4+ OT-2 T cells
Supplementary Figure S1. Expression of activation markers on T cells before and after isolation of naïve T cells.
Naïve T cells were enriched by negative selections against CD11b, CD19, CD25, CD44, CD49b, F4/80, B220, MHCII, and CD4 or CD8 from the splenocytes of OT-1 or OT-2 mice. Purities for surface markers before and after isolation of naïve OT-1 (upper panels) and OT-2 (lower panels) T cells are shown.

## Slide 2

Supplementary Figure S2
A.
CD8+ OT-1 T
CD4+ OT-2 T
APCs
36165
11271
21972
15372
19818
23891
cDC1s
24986
10445
12045
4941
944
17477
cDC2s
30
49
77
111
329
4576
CD8
CTV
CD4
CTV
LPMs
APC : T
1 : 90
1 : 30
1 : 10
1 : 90
1 : 30
1 : 10
30k
40k
30k
# of CTVlo OT-2 T cells
20k
10k
0
1 : 90
1 : 30
1 : 10
DC1s
DC2s
LPMs
20k
# of CTVlo OT-1 T cells
10k
0
APC : T
1 : 90
1 : 30
1 : 10
APC : T
(Figures S2B and S2C on next page)

## Slide 3

B.
OT-1 T cultured with peritoneal cDCs
CD25+
α4β7+
CD44+
CD69+
CCR9+
cDC1s
cDC2s
100
80
60
40
20
0
1 : 90
1 : 30
1 : 10
100
80
60
40
20
0
1 : 90
1 : 30
1 : 10
100
80
60
40
20
0
1 : 90
1 : 30
1 : 10
100
80
60
40
20
0
1 : 90
1 : 30
1 : 10
100
80
60
40
20
0
1 : 90
1 : 30
1 : 10
% within
 CTVlo OT-1 T cells
APC : T
C.
OT-2 T cultured with peritoneal cDCs
CD25+
α4β7+
CD44+
CD69+
CCR9+
cDC1s
cDC2s
100
80
60
40
20
0
1 : 90
1 : 30
1 : 10
100
80
60
40
20
0
1 : 90
1 : 30
1 : 10
100
80
60
40
20
0
1 : 90
1 : 30
1 : 10
100
80
60
40
20
0
1 : 90
1 : 10
1 : 30
100
80
60
40
20
0
1 : 90
1 : 30
1 : 10
% within
 CTVlo OT-2 T cells
APC : T
Supplementary Figure S2. T cells are stimulated by Ag-presenting peritoneal APCs.
1.5 mg of OVA was injected i.p. for 1 hour and OVA-laden peritoneal cDC subsets were isolated. Graded doses of cDCs were cultured with either naïve OT-1 or OT-2 T cells. (A) The numbers of proliferated CTVlo T cells are denoted in representative flow cytograms (upper panels). (B-C) Percentages of cells expressing CD44, CD25, CD69, α4β7, and CCR9 on OT-1 T (B) and OT-2 T (C) cells stimulated by peritoneal cDC subsets are shown. Data in graphs (A-C) are pooled from 2 or more independent experiments (n ≥ 3). Error bars indicate mean ± SEM.

## Slide 4

Supplementary Figure S3
A.
OVA
1.5 mg
OVA
3 mg
Control
0 %
1.43 %
1.83 %
cDC1
0 %
0.094 %
0 %
cDC2
25-D1.16
B.
cDC2
cDC1
85.1 %
19.5 %
Isotype antibody
No peptide
OT-1 peptide
25-D1.16
Supplementary Figure S3. Detection of MHC I molecules laden with OT-1 peptide on peritoneal cDC subsets.
1.5 or 3 mg of OVA (Grade V) proteins (A) or 30 μg of OT-1 peptide (B) were injected i.p. for 1 hour. Peritoneal cDC subsets were isolated and analyzed for the levels of OT-1 peptide SIINFEKL bound to H-2Kb using 25-D1.16 antibody. The percentages of 25-D1.16 bound cells compared to control are shown. Isotype controls are shown in gray and 25-D1.16 in colors. Representative flow cytograms shown are from more than 2 independent experiments.

## Slide 5

Supplementary Figure S4
A.
OT-1 T cultured with peritoneal cDCs laden with OT-1 peptide
49.7 %
40.9 %
26.4 %
0.69 %
83.2 %
cDC1s
13.1 %
6.75 %
26.7 %
0.72 %
59.2 %
cDC2s
CCR9
CD8
CD44
CD8
CD25
CD8
CD69
CD8
α4β7
CD8
cDC1s
cDC2s
100
% within CTVlo OT-1 T cells
50
0
CD25+
CD44+
CD69+
α4β7+
CCR9+
B.
OT-1 T cultured with peritoneal cDCs laden with OVA protein
97.7 %
0.67 %
0.49 %
98.4 %
97.8 %
cDC1s
37.4 %
24.8 %
1.17 %
60.9 %
93.4 %
cDC2s
CCR9
CD8
CD44
CD8
CD69
CD8
α4β7
CD8
CD25
CD8
cDC1s
cDC2s
100
50
% within CTVlo OT-1 T cells
0
CD25+
CD44+
CD69+
α4β7+
CCR9+
Supplementary Figure S4. Presentation of OT-1 peptide and OVA protein to OT-1 T cells by peritoneal cDC subsets.
30 µg of OT-1 peptide (A) or 1.5 mg of OVA protein (B) were injected i.p. for 1 hour. Ag-laden peritoneal cDC subsets were isolated and co-cultured with naïve OT-1 T cells for 3 days. The percentages of cells expressing each molecule on the proliferated CTVlo OT-1 T cells are denoted in representative flow cytograms. Data in graphs are pooled from 2 independent experiments (n ≥ 5). Error bars indicate mean ± SEM.

## Slide 6

Supplementary Figure S5
OT-1 T cultured with splenic cDCs
48.8 %
99.1 %
34.4 %
55.7 %
2.14 %
cDC1s
93.1 %
57.4 %
39.5 %
68.0 %
14.8 %
cDC2s
CCR9
CD8
CD25
CD8
α4β7
CD8
CD44
CD8
CD69
CD8
Splenic cDC1s
Splenic cDC2s
100
% within CTVlo OT-1 T cells
50
0
CD25+
CD44+
CD69+
α4β7+
CCR9+
Supplementary Figure S5. Splenic cDC subsets similarly regulate the response of OT-1 T cells.
3 mg of OVA was injected i.v. for 1 hour. OVA-laden splenic cDC subsets were isolated and cultured with naïve OT-1 T cells in the ratio of 1:3 (APC:T). The percentages of cells expressing each molecule on the proliferated CTVlo OT-1 T cells are denoted in representative flow cytograms (upper panels). Data (lower graphs) are pooled from 3 independent experiments (n ≥ 6). Error bars indicate mean ± SEM.

## Slide 7

Supplementary Figure S6
A.
OT-1 T cultured with peritoneal cDCs laden with endotoxin-free OVA
43.1 %
1.29 %
88.5 %
17.4 %
98.1 %
cDC1s
32.7 %
2.15 %
76.9 %
15.5 %
94.9 %
cDC2s
CCR9
CD8
CD44
CD8
CD69
CD8
CD25
CD8
α4β7
CD8
B.
OT-1 T cultured with peritoneal cDCs laden with endotoxin-free OVA plus LPS
99.6 %
1.62 %
3.37 %
99.9 %
99.8 %
cDC1s
18.3 %
82.8 %
6.61 %
48.2 %
98.3 %
cDC2s
CCR9
CD8
CD44
CD8
CD69
CD8
CD25
CD8
α4β7
CD8
Supplementary Figure S6. Peritoneal cDC1s differentially regulate the response of OT-1 T cells in an LPS dependent manner.
1.5 mg of endotoxin-free OVA (EndoFit Ovalbumin, InvivoGen) was injected i.p. with (B) or without (A) 50 ng of LPS. After 1 hour, OVA-laden peritoneal cDC subsets were isolated and co-cultured with naïve OT-1 cells in the ratio of 1:10 (APC:T) for 3 days. Proliferated CTVlo OT-1 T cells are gated and shown with the expression of each maker. Representative flow cytograms shown are from more than 2 independent experiments.

## Slide 8

Supplementary Figure S7
A.
Peritoneal cDCs treated with PBS
MHC I
CD14
CD40
CD80
CD83
100 %
100 %
15.8 %
82.1 %
39.6 %
81.9 %
55.6 %
65.6 %
1.41 %
11.8 %
CD86
PD-L1
PD-L2
OX40L
39.0 %
14.7 %
50.9 %
91.4 %
1.2 %
3.88 %
0.43 %
0.66 %
cDC1
cDC2
Isotype Antibody
B.
Peritoneal cDCs treated with LPS
MHCI
CD14
CD40
CD80
CD83
100 %
100 %
45.2 %
83.8 %
58.6 %
88.6 %
53.1 %
89.1 %
71.9 %
89.3 %
CD86
PD-L1
PD-L2
OX40L
99.1 %
23.0 %
25.9 %
93.7 %
3.39 %
4.11 %
0 %
1.04 %
cDC1
cDC2
Isotype Antibody
Supplementary Figure S7. Expression of co-stimulatory molecules on peritoneal cDC subsets.
PBS (A) or 50 ng of LPS (B) were injected i.p. for 1 hour. Peritoneal cDC subsets were isolated and analyzed for the expression of co-stimulatory molecules. Representative flow cytograms shown are from 2 independent experiments.

## Slide 9

Supplementary Figure S8
A.
8
cDC1s
cDC2s
6
Normalized data (log2)
4
2
0
B.
cDC1s
cDC2s
15
10
Normalized data (log2)
5
0
C.
8
cDC1s
cDC2s
6
Normalized data (log2)
4
2
0
Supplementary Figure S8. Transcriptional expression of selective genes in peritoneal cDC subsets.
Expression levels (normalized values, log2) of genes with FPKM values > 1 are analyzed from mRNA-sequencing data in our previous publication (27). Gene expressions for TLRs (A), TLR4 signaling molecules (B), and TGF-β and TGF-β signaling molecules (C) are shown.

## Slide 10

Supplementary Figure S9
OT-2 T cultured with peritoneal cDCs
Whole cDCs
cDC1s
cDC2s
100
% within CTVlo OT-2 T cells
50
0
CD44+
α4β7+
CCR9+
CD25+
CD69+
Supplementary Figure S9. Peritoneal cDC subsets and whole cDCs similarly regulate the response of OT-2 T cells.
1.5 mg of OVA was injected i.p. for 1 hour. OVA-laden peritoneal cDC subsets and whole cDCs were isolated and cultured with naïve OT-2 T cells in the ratio of 1:10 (APC:T) for 4 days. The percentage of cells expressing each molecule on the proliferated CTVlo OT-2 T cells was analyzed. Data are pooled from 2 independent experiments (n ≥ 4). Error bars indicate mean ± SEM.

## Slide 11

Supplementary Figure S10
OT-1 T cultured with peritoneal cDC1s in
I = Fresh medium
II = Conditioned medium (OT-1 T with cDC2s)
98.5 %
1.25 %
88.4 %
1.42 %
I
0.84 %
0.18 %
97.1 %
96.8 %
II
CCR9
CTV
CD69
CTV
CD25
CTV
α4β7
CTV
Supplementary Figure S10. Expression of markers on the OT-1 T cells cultured with peritoneal cDC1s is not affected by the conditioned medium of the OT-1 T cells cultured with peritoneal cDC2s.
1.5 mg of OVA was injected i.p. for 1 hour. OVA-laden peritoneal cDC1s were isolated and cultured with naïve OT-1 T cells in fresh medium (I) or conditioned medium (II) for 3 days. Conditioned medium (II) is composed of the supernatant from the OT-1 T cells cultured with cDC2s and fresh medium in a 3:2 ratio. Representative flow cytograms shown are from 2 independent experiments.

## Slide 12

Supplementary Figure S11
A.
OT-1 T cultured with peritoneal cDC1s
+
-
-
+
+
+
-
+
-
-
-
+
-
-
-
anti-IL-2 (Polyclonal)
anti-IL-2Rα (PC61)
anti-IL-2Rβ (TmB1)
99.9 %
99.9 %
99.9 %
99.9 %
99.9 %
CD44
CTV
72.7 %
95.4 %
99.2 %
99.6 %
95.9 %
CD69
CTV
18.9 %
6.07 %
3.09 %
2.98 %
8.47 %
α4β7
CTV
17.9 %
5.53 %
1.92 %
2.39 %
8.44 %
CCR9
CTV
B.
anti-IL-2 (JES6-1)
anti-IL-2Rα (PC61)
anti-IL-2Rβ (TmB1)
+
-
-
+
+
+
-
-
-
99.6 %
99.5 %
99.4 %
CD44
CTV
88.2 %
98.8 %
98.4 %
CD69
CTV
6.59 %
1.33 %
5.47 %
α4β7
CTV
58.3 %
1.70 %
18.9 %
CCR9
CTV
Supplementary Figure S11. Effects of antibodies blocking IL-2 signaling on OT-1 T cells cultured with peritoneal cDC1s.
1.5 mg of OVA was injected i.p. for 1 hour. OVA-laden peritoneal cDC1s were isolated and cultured with naïve OT-1 T cells for 3 days. (A) Anti-IL-2 (Polyclonal), anti-IL-2Rα (PC61), and anti-IL-2Rβ (TmB1) antibodies were added into the culure as indicated. (B) Anti-IL-2 (JES6-1), anti-IL-2Rα (PC61), and anti-IL-2Rβ (TmB1) antibodies were added into the culture as indicated. Live CTVlo CD8+ cells are plotted and the percentage of cells expressing each molecule among CTVlo proliferated OT-1 T cells are shown.

## Slide 13

Supplementary Figure S12
OT-2 T cultured with peritoneal cDC2s
98.8 %
97.1 %
25.2 %
47.5 %
1.02 %
Control
98.7 %
98.8 %
71.0 %
13.3 %
0.96 %
+ IL-2
(50 ng/ml)
CCR9
CTV
CD44
CTV
CD69
CTV
CD25
CTV
α4β7
CTV
CD44+ cells
CD25+ cells
CD69+ cells
 α4β7+ cells
CCR9+ cells
ns
100
80
60
40
20
0
-
+
**
100
80
60
40
20
0
-
+
100
**
80
60
40
20
0
-
+
100
80
60
40
20
ns
0
-
+
100
80
**
60
40
20
0
-
+
% within CTVlo OT-2 T cells
IL-2 :
(50 ng/ml)
Supplementary Figure S12. IL-2 regulates the expression of markers on CD4+ OT-2 T cells.
1.5 mg of OVA was injected i.p. for 1 hour. OVA-laden peritoneal cDC1s were isolated and co-cultured with naïve OT-2 T cells for 4 days with or without 50 ng/ml of IL-2. Live CD4+ T cells are plotted and the percentages of cells expressing each molecule on CTVlo proliferated OT-1 T cells are shown. Data are pooled from 2 independent experiments (n = 6). Error bars indicate mean ± SEM.

## Slide 14

Supplementary Figure S13
OT-1 T cultured with peritoneal cDC2s
IL-2
IL-6
TGF-β
ATRA
-
-
-
-
+
-
-
-
-
+
-
-
+
+
-
-
-
-
+
-
+
-
+
-
-
-
-
+
+
-
-
+
56.3 %
2.35 %
76.6 %
4.82 %
65.3 %
1.22 %
78.8 %
38.9 %
α4β7
CTV
17.9 %
2.60 %
14.6 %
1.96 %
48.0 %
12.4 %
93.3 %
87.9 %
CCR9
CTV
42.6 %
84.1 %
12.2 %
86.4 %
20.1 %
83.6 %
62.9 %
71.2 %
CD25
CTV
34.2 %
77.2 %
14.6 %
86.6 %
44.5 %
83.2 %
63.1 %
87.4 %
CD69
CTV
90.7 %
86.1 %
81.7 %
88.7 %
91.0 %
85.9 %
94.9 %
89.1 %
CD44
CTV
CD44+ cells
0
IL-6
CD25+ cells
100
80
60
40
20
0
IL-6
ATRA
TGF-β
Control
CD69+ cells
100
80
60
40
20
0
IL-6
ATRA
TGF-β
Control
 α4β7+ cells
100
80
60
40
20
0
IL-6
ATRA
TGF-β
Control
CCR9+ cells
100
80
60
40
20
0
IL-6
ATRA
TGF-β
Control
100
80
cDC2s
cDC2s plus IL-2
60
% within CTVlo OT-1 cells
40
20
ATRA
TGF-β
Control
Supplementary Figure S13. IL-2 influences the modulating effects of IL-6, TGF-β, and retinoic acid over the expression of \ activation and gut-homing markers on OT-1 T cells.
Naïve OT-1 T cells and OVA-laden peritoneal cDC2s were co-cultured under specified conditions (20 ng/ml of IL-6, 6 ng/ml of TGF-β, or 20 µM of ATRA) with or without IL-2 (1 µg/ml). Data are pooled from 2 independent experiments (n ≥ 6). Error bars indicate mean ± SEM.

## Slide 15

Supplementary Figure S14
OT-1 T cultured with peritoneal cDCs
cDC2s plus IL-2
Whole cDCs
cDC1s
cDC2s
Il2
Tnf
Ifng
Il7r
Cd27
Sell
Gzmb
Color Key
-1
1
Row Z-score
Supplementary Figure S14. Expression of selective genes associated with activation and differentiation in OT-1 T cells stimulated by peritoneal cDCs.
1.5 mg of OVA was injected i.p. for 1 hour. OVA-laden peritoneal cDC subsets were isolated and co-cultured with naïve OT-1 T cells with or without 100 ng/ml of IL-2, before being subjected to mRNA-sequencing analysis. Heatmap shows the relative expression levels of indicated genes.

## Slide 16

Supplementary Figure S15
Color key
-4.55
4.55
OT1 T with cDC1s
OT1 T with cDC2s
Fold change
(Log2)
IL-2 responsive genes:
Protein-protein interaction map
Supplementary Figure S15. Protein-protein association network of the IL-2 responsive genes.
Colors reflect the fold changes of genes between OT-1 T cells cultured with peritoneal cDC1s versus cDC2s (red, increased by cDC1s over cDC2s; blue, decreased by cDC1s over cDC2s).

## Slide 17

Supplementary Figure S16
Color key
-5.23
5.23
OT1 T with cDC1s
OT1 T with cDC2s
Fold change
(Log2)
IL-2 independent genes:
Protein-protein interaction map
Supplementary Figure S16. Protein-protein association network of the IL-2 independent genes.
Colors reflect the fold changes of genes between OT-1 T cells cultured with peritoneal cDC1s versus cDC2s (red, increased by cDC1s over cDC2s; blue, decreased by cDC1s over cDC2s).

## Slide 18

Supplementary Figure S17
αe
Supplementary Figure S17. Pairing partners of integrins α4 and β7.
Diagram showing the heterodimeric interaction of integrin subunits related to integrins α4 and β7. Thickness of solid line represents the strength of binding affinity.

## Slide 19

Supplementary Figure S18
OT-1 T cultured with peritoneal cDCs
Whole cDCs
plus IL-2
cDC1s
plus IL-2
cDC2s
plus IL-2
cDC1s
Whole cDCs
cDC2s
95.5 %
95.6 %
92.2 %
82.9 %
91.9 %
83.5 %
α4
CTV
1.01 %
1.93 %
1.15 %
0.43 %
71.0 %
2.44 %
β7
CTV
2.65 %
3.49 %
3.08 %
3.30 %
28.6 %
3.66 %
αe
CTV
95.3 %
92.0 %
82.2 %
91.9 %
93.0 %
83.8 %
β1
CTV
Supplementary Figure S18. IL-2 specifically downregulates integrin β7 and αe.
1.5 mg of OVA was injected i.p. for 1 hour. OVA-laden peritoneal cDC subsets were isolated and co-cultured with naïve OT-1 T cells for 3 days with or without 50 ng/ml of IL-2. Stimulated T cells were stained for integrins α4, β7, αe, and β1. Live CD8+ cells are plotted with the percentages of cells expressing respective molecules. Representative flow cytograms shown are from more than 3 independent experiments.

## Slide 20

Supplementary Figure S19
OT-1 T cultured with peritoneal cDCs
cDC2s plus IL-2
Whole cDCs
cDC1s
cDC2s
Itga1
Itga3
Itga5
Itga7
Itga10
Itgal
Itgav
Itgb1
Itgb4
Itga2
Itga4
Itga6
Itga9
Itgad
Itgae
Itgam
Itga2b
Itgax
Itgb2
Itgb3
Itgb5
Itgb7
Itgb8
Color Key
-1
1
Row Z-score
Supplementary Figure S19. Expression of integrin subunit genes in OT-1 T cells stimulated by peritoneal cDCs.
1.5 mg of OVA was injected i.p. for 1 hour. OVA-laden peritoneal cDC subsets were isolated and co-cultured with naïve OT-1 T cells for 3 days with or without 100 ng/ml of IL-2, before being subjected to mRNA-sequencing analysis. Heatmap shows the relative expression levels of integrin subunit genes.

## Slide 21

Supplementary Figure S20
OT-1 T cultured with peritoneal cDCs
cDC2s plus IL-2
Whole cDCs
cDC1s
cDC2s
Ccr1
Ccr2
Ccr3
Ccr4
Ccr5
Ccr6
Ccr7
Ccr8
Ccr9
Ccr10
Ackr4
Cxcr1
Cxcr2
Cxcr3
Cxcr4
Cxcr5
Cxcr6
Ackr3
Cx3cr1
Xcr1
Color Key
-1
1
Row Z-score
Supplementary Figure S20. Expression of chemokine receptor genes in OT-1 T cells stimulated by peritoneal cDCs.
1.5 mg of OVA was injected i.p. for 1 hour. OVA-laden peritoneal cDC subsets were isolated and co-cultured with naïve OT-1 T cells for 3 days with or without 100 ng/ml of IL-2, before being subjected to mRNA-sequencing analysis. Heatmap shows the relative expression levels of chemokine receptor genes.

## Slide 22

Supplementary Figure S21
OT-1 T cultured with peritoneal cDC2s in
I = Fresh medium
II = Conditioned medium (OT-1 T with cDC1s)
I
II
10.0 %
36.8 %
CCR4
CTV
Supplementary Figure S21. Expression of CCR4 on OT-1 T cells is up-regulated by the stimulation with peritoneal cDC2s in the conditioned medium.
OT-1 T cells were cultured with OVA-laden peritoneal cDC2s in either fresh complete medium (I) or the conditioned medium (II) containing the supernatant from the culture of OT-1 T cells with peritoneal cDC1s.
Live CTVlo CD8+ cells are plotted with the percentages of cells expressing CCR4 among CTVlo proliferated OT-1 T cells. Representative flow cytograms shown are from 2 independent experiments.

## Slide 23

Supplementary Figure S22
3
Whole cDCs
cDC1s
cDC2s
2
cDC2s plus IL-2
Normalized data (log2)
1
0
Supplementary Figure S22. Gene expression of TGF-β and TGF-β signaling molecules in OT-1 T cells stimulated by peritoneal cDCs.
Transcriptional levels (normalized values, log2) of TGF-β and TGF-β signaling molecules (genes with FPKM values > 1) are analyzed with mRNA-sequencing data of OT-1 T cells stimulated by the respective peritoneal cDC subsets.

## Slide 24

Supplementary Figure S23
SI-IEL
SI-LP
Colon-IEL
Colon-LP
OT-1 T with cDC2s
OT-1 T with cDC1s
SI-IEL
SI-LP
Colon-IEL
Colon-LP
OT-1 T with cDC2s
OT-1 T with cDC2s plus IL-2
Supplementary Figure S23. Adoptively transferred OT-1 T cells stimulated by peritoneal cDCs are not detected in gut tissues .
As in Fig. 5E, OT-1 T cells were stimulated by peritoneal cDC1s, cDC2s, or cDC2s with IL-2, fluorescently labeled, and mixed in a 1:1 ratio, followed by adoptive transfer into recipient mice. 3 hours after adoptive transfer, the percentage of OT-1 T cells were analyzed from small intestinal lamina propria (SI-LP), small intestinal intraepithelial layer (SI-IEL), colon lamina propria (Colon-LP), and colon intestinal intraepithelial layer (Colon-IEL), to determine the homing index (HI) in each tissue. Representative flow cytograms are from 2 independent experiments.

How the deposited data were processed for this re-analysis (not part of the article)

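RNA from OT-1 and OT-2 T cells was measured in 14 libraries of 7 groups, 2 replicates each, after culture with OVA-laden peritoneal cDCs. OT-1 T cells were cultured with whole cDCs, cDC1s, cDC2s, or cDC2s plus IL-2, and OT-2 T cells with whole cDCs, cDC1s or cDC2s. The groups were taken from the sample labels, and no library was left out.

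The authors deposited FPKM values, made per the sample records with bcl2fastq 1.8.4, HISAT2 2.1.0, StringTie 1.3.4d and Cufflinks on mm10. The table holds 24532 genes, and its columns are not quantile normalized, so the step named in the paper was applied here. The paper used ExDEGA for its 2-fold lists, which was not used here. Of the genes, 24462 match a RefSeq gene of GRCm38.p6 by Entrez number, which gave positions. Lengths and GC content came from transcripts of GENCODE M21, matched by RefSeq transcript for 23977 genes and by symbol for 324. For 231 genes there was no match.

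The values were set to log2 of FPKM plus 1 and quantile normalized over the libraries of a fit (8 for OT-1, 6 for OT-2, 14 for the difference between OT-1 and OT-2). Genes with a normalized value above 1 in at least 1 library were kept: 10509, 10360 and 10773. A 2-fold gene has group means of log2 values at least 1 apart. The limma 3.58.1 package in R 4.3.3 gave a moderated test with a trend of variance on expression, with p adjusted by Benjamini-Hochberg and called below 0.05. The difference of the cDC1 effect between OT-1 and OT-2 T cells was tested as an interaction. Principal components were computed on centered, unscaled values. Tables and figures were made in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

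In all, 31 gene lists were written from the paper and from general knowledge, for the 8 comparisons. They cover JAK-STAT signaling, cytokines, transendothelial migration, actin regulation, IL-2 and STAT5 targets, the ATF4 response, glycolysis, ribosome biogenesis, cell cycle, interferon-stimulated genes, naive and memory genes, cytotoxic genes, inhibitory receptors, TGF-β, integrins, chemokine receptors, stress genes and markers of other cells. The comparisons, tests, lists, alternatives and named-gene rule were fixed before the data were examined. Named genes are every gene the paper names, the 10 largest rises and falls per main comparison among genes past limma without overlap of libraries (5 for whole cDCs or IL-2 against cDC1s, OT-2 and the interaction), and 2 to 4 members per list with the largest changes. Predicted genes were skipped. Lists were tested with limma's camera, at a preset correlation of 0.01 and with an estimated correlation. Of the lists, 28 could be tested per OT-1 comparison, since neutrophil and mitochondrial genes were absent or below the filter and only 1 erythroid gene was above it.

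Read counts per library are not given in the sources used here. The step between the lowest FPKM values gives each library's depth relative to the deepest: 0.757 and 0.822 with whole cDCs, 0.728 and 0.661 with cDC1s, 0.652 and 0.721 with cDC2s, 0.965 and 1 with cDC2s plus IL-2, and for OT-2 0.616 and 0.546, 0.841 and 0.613, and 0.582 and 0.672 in the order whole cDCs, cDC1s, cDC2s. The precision is given by the median SE of a log2 change, 0.162 in OT-1 and 0.249 in OT-2 T cells. The steps were tested on simulated data, with 200 genes changed in 10 draws. The changed genes were drawn from well expressed genes, so recovery among weakly expressed genes was not measured. Noise was drawn independently for each gene and library, so differences between replicates that many genes share were not simulated. Of 2-fold changes, 84.8% to 86.9% were recovered in OT-1, 39.5% to 42.5% in OT-2 and 20.0% in the interaction; of 4-fold changes, 99.4% to 99.7%, 98.5% to 99.1% and 88.5%. False calls were 5.27% to 5.59% of calls in OT-1 and 7.25% to 8.04% in OT-2.

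The alternatives were a pseudocount of 0.1, no filter, a value above 1 in 2 libraries, a value above 5, median scaling, quantile normalization over 14 libraries, only the libraries compared, all libraries in 1 fit, limma without the trend, a block for the replicate number, arithmetic means, 2-fold without overlap, components on scaled or the 500 most variable genes, camera with an estimated correlation, and each library left out in turn. Removal of a loess trend (span 0.5) on length and GC content, the OT-1 libraries without IL-2, and the genes without markers of other cells were added after the data were seen.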

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

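The predictions for the tests of transcript length, of an IL-2 and STAT5 list, of batch and of a change shared by both cDC2 cultures were written before their results were seen, while the tests of RNA from other cells in replicate 1 and of near-identical copies were chosen after seeing the values.

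The effect of cDC1s over cDC2s differed between OT-1 and OT-2 T cells, a difference between groups, in 571 genes by limma. The log2 differences were 4.56 for Tnfrsf4, 3.94 for Cth, −3.65 for Ccr9, −3.62 for Klf2 and −4.30 for Lgals3. The following came from gene lists and tests the paper did not use, on libraries it analyzed. With cDC1s over cDC2s, 42 ATF4 response genes and 35 ribosome biogenesis genes rose in OT-1 T cells. With IL-2 over cDC2s, 14 interferon-stimulated genes and 8 NK cell markers rose and 34 cell cycle genes fell. Of the macrophage, mast cell and B cell markers, 14 were 2-fold lower with cDC1s than with cDC2s. The sum of Tgoln2 and Tgoln1 changed by log2 0.85 where Tgoln2 alone changed by 5.16. Of 4 equal groups of genes by transcript length, the shortest had a median change of 0.51 with IL-2.

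The IL-2 libraries stood apart in 1276 2-fold genes. Of those with a known length, 51.4% stayed 2-fold once a trend on length and GC content was removed (47.0% to 58.4% over single libraries), so a bias, by length more than by GC content (medians 0.51 and −0.20 in the shortest and longest of 4 groups, −0.12 and −0.02 at lowest and highest GC), may explain a large part of the changes, and the range spans the mark set for it. The IL-2 and STAT5 target list had an adjusted p of 0.341 with an estimated correlation, and since none of 252 lists passed that test, a failure there could not speak against IL-2. A batch cannot be told from IL-2, as both IL-2 libraries would share it and their sample numbers lie apart from those of the other OT-1 libraries: replicates of other groups lay up to 48.9 apart, against 70.4 between IL-2 and cDC2s. Each explanation stays open for these libraries. In separate cultures with cDC2s the paper reports that added IL-2 moved surface CD25, CD69, α4β7 and CCR9 with dose.

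Of 36 tested markers of other cells, 14 were 2-fold lower with cDC1s than with cDC2s. Lyz2 was among them (FPKM 166 and 27.0 in cDC2 replicates 1 and 2, 27.7 and 12.1 with cDC1s) but did not pass limma (adjusted p = 0.199). Those of the 14 that passed were Psap, Ctss, Itgam, Cd79b, Jchain and Pou2af1. Of the 14 lower markers, 57.1% (8) were 2-fold higher in cDC2 replicate 1 than in 2, but a high replicate 1 alone can bring a marker among the 14, so this cannot decide for RNA of other cells, whose prediction was written after the values. Over all 36 tested markers, a test added after the values, 17 (47.2%) were 2-fold higher there and 0 in replicate 2, short of the same mark. Before normalization, 93 of 10770 genes were over 2-fold apart between these replicates, in either direction. Of 18 T cell lineage genes, 0 were 2-fold higher in either replicate. The markers as a set were thus raised in replicate 1 far more often than genes at large. Some, such as Tpsb2 (FPKM 6.42 and 0), were above the filter only through replicate 1. The paper's sorting excluded cells with CD3, CD19, Ly6G, ICAM2 or CD115 from the cDCs and cells with CD11b, CD19, CD49b, MHCII, F4/80 or B220 from the T cells, and it describes almost all cultured cells as T cells, so the source of any such RNA is not known. A change of the T cells shared by both cDC2 cultures was met by 28.6% (4: Psap, Cd79b, Jchain and Pou2af1), between the marks set, so it could not be decided. Of these, Psap varied widely between OT-2 replicates of the same group.

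Tgoln2, Tmem254c and Atp6v0c have near-identical copies. In the comparison where each single gene changed most, the summed copies kept at most 24.3% of its log2 change (Tmem254c from 2.39 to 0.58, Atp6v0c from 3.93 to 0.28), which is consistent with reads split between copies, in a prediction written after the values. Shares elsewhere lay both below and above this, the lowest at 7.54% for Tmem254c with whole cDCs vs cDC1s. Those above included 27.1% for Tgoln2 with IL-2 vs cDC1s (sum −1.38) and 55.2% for Tmem254c with IL-2 vs cDC2s. Atp6v0c kept 62.1% and 234% with whole cDCs vs cDC1s and vs cDC2s, and Tgoln2 kept 1148% with IL-2 vs cDC2s. In the last 4 the single gene changed by at most 0.47. No biological explanation was tested for these.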

How the results depend on the processing

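The alternatives with length and GC trend removed, the 6 OT-1 libraries without IL-2 and the genes without markers of other cells are tests chosen after seeing the data; the rest were planned.

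No result that passed in either setting changed direction. Over 572 gene results, 9599 of 10258 alternatives kept the call and direction, 454 lost the call and 73 gained it. The other 132 changed direction without passing in either setting. Over 80 list results the counts were 851 of 957, 65, 18 and 23. Leaving genes without markers of other cells, median scaling, quantile normalization over 14 libraries, limma without the trend and the stricter filters kept every total count within 1.5 times. Median scaling moved counts by direction further: from 855 to 1306 higher with IL-2 vs cDC2s, from 631 to 416 lower with IL-2 vs cDC1s and from 22 to 35 genes 2-fold in all 3 comparisons with unlike directions. The relative depth of 0.546 to 1 limits weakly expressed genes most, and genes near the filter are the least secure.

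A pseudocount of 0.1 gave 1428, 996 and 164 2-fold genes for OT-1 cDC1s vs cDC2s, whole cDCs vs cDC2s and whole cDCs vs cDC1s, and 128, 81 and 100 in OT-2, with limma counts of 1 for OT-2 cDC1s vs cDC2s and 1 for whole cDCs vs cDC2s. Shared genes became 840 and IL-2 responsive genes 332. A smaller pseudocount widens changes of weakly expressed genes by construction. Limma for OT-1 whole cDCs vs cDC1s gave 0 without a filter, 0 with only the 4 libraries, 0 with all 14 libraries in one fit and 0 with the 6 libraries without IL-2. With only the 4 libraries limma gave 5164 for cDC1s vs cDC2s and 334 for whole cDCs vs cDC2s. One fit of all 14 gave 1 for OT-2 cDC1s vs cDC2s and 2 for whole cDCs vs cDC1s. Arithmetic means gave 57 2-fold genes for OT-2 cDC1s vs cDC2s. Requiring no overlap gave 16, 10 and 15 in OT-2. Scaled genes moved the distance ratio to 0.609. With an estimated correlation camera gave adjusted p = 0.555 for JAK-STAT, 0.507 for cytokines, 0.556 for transendothelial migration and 0.507 for actin, and 0 lists passed. With the length and GC trend removed, limma gave 4698 for cDC1s vs cDC2s and 3739 for whole cDCs vs cDC2s, and 834 (410 higher, 424 lower) and 1021 (473, 548) genes were 2-fold with IL-2 vs cDC2s and vs cDC1s. The cause was not tested.

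With the replicate block, limma gave 2 genes for OT-2 cDC1s vs cDC2s and 1 for whole cDCs vs cDC1s. Groups share replicate numbers, and the sample numbers of the OT-1 libraries without IL-2 run in sequence within each replicate number. Nothing says that either marks pairs. Correlations of deviations between groups of like number ran from −0.375 (OT-1 whole cDCs and cDC2s) to 0.427 (OT-2 whole cDCs and cDC2s).

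Leaving out each library in turn gave these lowest and highest values. For OT-1 cDC1s vs cDC2s, 2-fold 869 to 954 and limma 1168 to 4950. For whole cDCs vs cDC2s, 437 to 1022 and 480 to 4794; for whole cDCs vs cDC1s, 55 to 136 and 0 to 1260; for IL-2 vs cDC2s, 1070 to 1584 and 1480 to 6240; for IL-2 vs cDC1s, 1566 to 1959 and 2770 to 6951. Shared genes ran from 366 to 573, IL-2 responsive genes from 139 to 215, the interaction from 98 to 645 and the distance ratio from 0.482 to 0.689. List p ran from 0.000178 to 0.00574 for JAK-STAT, 0.00219 to 0.0537 for cytokines, 0.00329 to 0.227 for transendothelial migration and 0.000125 to 0.0176 for actin, with 16 to 20 lists past the test. In OT-2, 2-fold genes ran from 29 to 174 for cDC1s vs cDC2s, 28 to 197 for whole cDCs vs cDC2s and 35 to 106 for whole cDCs vs cDC1s, and limma from 0 to 7, 0 to 2 and 0 to 9. Fewer libraries leave fewer degrees of freedom, a group with 1 library takes its spread from the other groups, and the cause beyond that was not tested.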

Differences from the paper's values

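No tests here were chosen after seeing results, apart from the added alternatives named above; 25 values were set beside the paper's, and 19 lay within 1.5 times.

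In OT-2 T cells, 29 genes were 2-fold between cDC1s and cDC2s here, and the paper gives 58 in its legend. Of 14 other settings, arithmetic means (57) and leaving out OT-2 cDC1 replicate 2 (58) came within 1.5 times and 12 did not. Of these, 22 were higher here against the paper's about 12 (Fig. 4G, read by eye). Within 1.5 times were values above 1 in 2 libraries (17), values above 5 (17) and no overlap (12), and 11 others were not. Lower genes were 7 here against the paper's about 15 (Fig. 4G, read by eye), with arithmetic means (20) within and 13 others not. Between OT-2 whole cDCs and cDC1s, 11 genes were higher here against the paper's about 39 (Fig. 4G, read by eye). A pseudocount of 0.1 (34), leaving out whole cDC replicate 1 (33) or 2 (33) or cDC1 replicate 2 (29) came within, and 10 others did not. Between OT-2 whole cDCs and cDC2s, 13 were lower here against the paper's about 34 (Fig. 4G, read by eye), with a pseudocount of 0.1 (46) and leaving out whole cDC replicate 2 (29) or cDC2 replicate 1 (25) within and 11 others not. In OT-1 T cells, 22 genes were 2-fold in all 3 comparisons with unlike directions, against the paper's about 34 (Fig. 4C, read by eye). Median scaling (35) and leaving out whole cDC replicate 1 (29), cDC1 replicate 1 (23) or IL-2 replicate 1 (24) came within, and 12 others did not. The paper's legend total for OT-2 cDC1s vs cDC2s equals the sum of the bars its figure draws for whole cDCs vs cDC1s. The bars it draws for OT-2 cDC1s vs cDC2s (about 12 and 15) together lie close to the 29 here.

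Genes and directions also differ. Fasl and Tnf, named IL-2 responsive in the paper, were not 2-fold with whole cDCs here (0.95 and 0.89). Cxcr3, Cxcr4 and Cxcr6, named as raised with IL-2, did not pass against cDC2s here and rose against cDC1s; the paper names no comparator, and IL-2 was not tested against whole cDCs here. Ccr3 and Xcr1, both named as raised, were below the filter and so not tested, and their low mean log2 values run in the paper's direction. Itgb1 fell by 0.98 with IL-2 at the mRNA level, and its protein is described as induced. TGF-β signaling is described as little affected, and Tgfbr2 fell by 1.30 with cDC1s and by 1.37 with IL-2 here. Fig. 4E draws Il2ra with IL-2 at or above its level with cDC1s, and here the mean log2 values were 7.71 (SD 0.12) and 8.22 (SD 0.07). Dysfunction genes, described as raised by cDC2s, had no common direction in the list used here, which is not the module set of the paper. The paper's pathway results come from GSEA, a different test from camera.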

Other observations

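The comparisons and lists in this part were planned, and the genes singled out in OT-2 cDC1 replicate 2 are from tests chosen after seeing the values.

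Genes of stress and immediate early response rose with cDC1s in 11 of 18 cases, fell in 1 and did not pass in 6 (14 and 1 over the list alone, camera adjusted p = 4.26e-05, and 0.222 with an estimated correlation). Ier3, a survival gene (log2 2.42, SE 0.18, adjusted p = 0.000306), and Gadd45g (2.24, SE 0.20, adjusted p = 0.000442) led them. With whole cDCs 9 rose (adjusted p = 0.0031, and 0.318 with an estimated correlation), and with IL-2 5 rose, 4 fell and 9 did not pass (adjusted p = 0.329), with Egr1, a receptor-signaling gene, falling by 2.32 (SE 0.15, adjusted p = 0.000127). T cell lineage genes fell with cDC1s in 8 of 18 cases and rose in 1 (adjusted p = 0.00964, and 0.398 with an estimated correlation), among them Gata3 (−1.02, SE 0.16, adjusted p = 0.003). With IL-2 11 fell and 2 rose (adjusted p = 0.0179, and 0.543), the rises being Thy1 (1.87, SE 0.27, adjusted p = 0.00228) and Cd2 (1.68, SE 0.15, adjusted p = 0.000328). These counts depend on scaling: median scaling gave 5 falls and 0 rises with cDC1s and 6 falls and 4 rises with IL-2. JAK-STAT genes had no common direction with IL-2: 19 rose, 22 fell and 23 did not pass (19 and 24 over the list alone, adjusted p = 0.948), with a median of −0.25 and a mean of 0.07, and 20 rose and 18 fell after median scaling. Of the 44 cytokine genes, 20 rose, 10 fell and 14 did not pass with IL-2 (20 and 11, adjusted p = 0.0124, and 0.543).

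The difference between OT-1 and OT-2 T cells held 25 of 47 ATF4 genes more positive in OT-1 (36 over the list alone, adjusted p = 1.29e-22, and 0.0774 with an estimated correlation), 18 of 50 IL-2 and STAT5 targets (adjusted p = 1.19e-10, and 0.0741), 7 of 30 glycolysis genes (adjusted p = 5.25e-11, and 0.191) and 7 of 47 ribosome biogenesis genes (adjusted p = 6.23e-10, and 0.0774). More negative were 9 of 27 naive and memory genes (adjusted p = 6.73e-06, and 0.0921) and 3 of 50 cell cycle genes (adjusted p = 4.4e-05, and 0.191). Cxcr6 (−3.14), Itgae (−3.34) and S1pr1 (−3.11) fell and Il2ra (1.98, SE 0.33, adjusted p = 0.00932), Spry1 (3.13) and Cish (2.93) rose further in OT-1 T cells.

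Macrophage and monocyte markers were lower with cDC1s in 3 of 21 cases and higher in 1 (camera adjusted p = 0.00196, and 0.555 with an estimated correlation) and lower with IL-2 in 11 of 21 (adjusted p = 0.00507, and 0.594), with Psap, a lysosomal gene, as example (−2.58, SE 0.40, adjusted p = 0.00297 with cDC1s). Psap is an unsteady example, with FPKM of 94.8 and 7.95 in the OT-2 cDC2 replicates. Without cDC2 replicate 1 these list calls were lost (0.255 and 0.106). B cell markers were lower with cDC1s in 3 of 9 (adjusted p = 0.0225, and 0.555), such as Jchain (−1.50, SE 0.24, adjusted p = 0.00351) and Pou2af1 (−1.62, SE 0.27, adjusted p = 0.00416), and the call was lost without cDC1 replicate 2 (0.0811) or cDC2 replicate 1 (0.213). Jchain rose with IL-2 (1.66, SE 0.24, adjusted p = 0.00235). Mast cell markers changed in 1 case each way of 6 with cDC1s (adjusted p = 0.352, and 0.000645 without cDC2 replicate 2), and Kit fell with IL-2 (−1.59, SE 0.21, adjusted p = 0.00178). Dendritic cell markers rose in 2 of 15, fell in 1 and did not pass in 12 with cDC1s (adjusted p = 0.974), and 5 fell with IL-2 (adjusted p = 0.0718, and 0.00314 without cDC2 replicate 2), among them Ccl22 (−2.20, SE 0.24, adjusted p = 0.000761) and Fscn1 (−1.45, SE 0.20, adjusted p = 0.00208).

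In OT-2 T cells 0 members of any list passed limma between cDC1s and cDC2s, where 111 genes had an unadjusted p below 0.05, and the same held for OT-1 whole cDCs against cDC1s, with 925 such genes. Camera put 32 cytotoxic genes (adjusted p = 7.16e-12) and 18 dendritic cell markers (adjusted p = 6.83e-12) higher with cDC1s, each 0.403 with an estimated correlation. OT-2 cDC1 replicate 2 had higher values of the MHC class II genes than replicate 1, with FPKM of 114 against 3.85 for H2-Aa and 154 against 4.57 for H2-Ab1, and 8 of 18 dendritic cell markers were 2-fold higher there. The source was not tested. Lyz2 FPKM ran at 46.9 and 7.06 in the whole cDC libraries and 1.01 and 1.43 with IL-2.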
